# Gain of bipolar disorder-related lncRNA *AP1AR-DT* in mice induces depressive and anxiety-like behaviors by reducing Negr1-mediated excitatory synaptic transmission

**DOI:** 10.1186/s12916-024-03725-0

**Published:** 2024-11-18

**Authors:** Shufen Li, Hongyu Ni, Yaping Wang, Xiaohui Wu, Jianqiang Bi, Haiyan Ou, Zhongwei Li, Junjiao Ping, Zhongju Wang, Renhao Chen, Qiong Yang, Meijun Jiang, Liping Cao, Tingyun Jiang, Siqiang Ren, Cunyou Zhao

**Keywords:** Monozygotic twin, Epigenetics, Phenotypic variations, Bipolar disorder

## Abstract

**Background:**

Bipolar disorder is a complex polygenic disorder that is characterized by recurrent episodes of depression and mania, the heterogeneity of which is likely complicated by epigenetic modifications that remain to be elucidated.

**Methods:**

We performed transcriptomic analysis of peripheral blood RNA from monozygotic (MZ) twins discordant for bipolar disorder to identify disease-associated differentially expressed long noncoding RNAs (DE-lncRNAs), which were further validated in the PsychENCODE brain RNA-seq dataset. We then performed behavioral tests, electrophysiological assays, chromatin immunoprecipitation, and PCR to investigate the function of DE-lncRNAs in the mouse and cell models. Statistical analyses were performed using GraphPad Prism 9.0 or SPSS.

**Results:**

We identified a bipolar disorder-associated upregulated long non-coding RNA (lncRNA), *AP1AR-DT*. We observed that overexpression of *AP1AR-DT* in the mouse medial prefrontal cortex (mPFC) resulted in a reduction of both the total spine density and the spontaneous excitatory postsynaptic current (sEPSC) frequency of mPFC neurons as well as depressive and anxiety-like behaviors. A combination of the results of brain transcriptome analysis of *AP1AR-DT* overexpressing mice brains with the known genes associated with bipolar disorder revealed that *NEGR1*, which encodes neuronal growth regulator 1, is one of the *AP1AR-DT* targets and is reduced in vivo upon gain of *AP1AR-DT* in mice. We further demonstrated that overexpression of recombinant *Negr1* in the mPFC neurons of *AP1AR-DT*_*OE*_ mice ameliorates depressive and anxiety-like behaviors and normalizes the reduced excitatory synaptic transmission induced by the gain of *AP1AR-DT*. We finally identified that *AP1AR-DT* reduces NEGR1 expression by competing for the transcriptional activator NRF1 in the overlapping binding site of the *NEGR1* promoter region.

**Conclusions:**

The epigenetic and pathophysiological mechanism linking *AP1AR-DT* to the modulation of depressive and anxiety-like behaviors and excitatory synaptic function provides etiological implications for bipolar disorder.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12916-024-03725-0.

## Background

Bipolar disorder is a severe, highly heritable mental illness characterized by recurrent episodes of depression and mania over the course of a lifetime [1]. Genetic studies have demonstrated that the lifetime risk of developing bipolar disorder for first-degree relatives of affected individuals is 8.7% [2]. Despite the significant progress made by genome-wide association studies (GWAS) in understanding the genetic architecture, the genetic variants identified are common and have small effect sizes. Together, the implicated variants account for only 25% of the genetic contribution to bipolar disorder. Furthermore, the concordance rate for bipolar disorder in monozygotic twins is approximately 70% [3]. This suggests that there are more complex interactions between genetic and environmental factors that play an essential role in the pathophysiology of bipolar disorder and determine the recurrent episodes. Genetic factors can only explain part of the susceptibility [4]. Environmental risk factors may play an important role in bridging the gap between the genetic basis of bipolar disorder and environmental insults. There is evidence that environmental risk factors, such as irritable bowel syndrome, childhood adversity, obesity, early life stress, and cannabis abuse or dependence, may increase susceptibility to bipolar disorder [5–8]. In recent years, epigenetic modifications, including non-coding RNA, DNA methylation, and other types of modifications, have been proposed to mediate environmental factors and induce susceptibility to bipolar disorder through their involvement in nervous system development, synaptic transmission, immune dysfunction, and metabolic pathway [5, 9–11]. However, precise mechanism remains to be elucidated.

Of the major epigenetic modifications, long non-coding RNA (lncRNA) represents a category of non-protein-coding transcripts with a minimum length of 200 nucleotides. LncRNAs are involved in the transcriptional or post-transcriptional regulation of genes by interacting with DNA, RNA, or proteins via a structural domain formed by complementary base pairing and transcript folding [12]. LncRNAs are believed to play a role in the development and cellular complexity of the human brain, which may contribute to higher levels of cognition and self-awareness [13]. Brain development and maturation continue throughout life, and abnormal development can lead to nervous system disorders such as bipolar disorder, schizophrenia, and major depressive disorder. The function of lncRNA in brain development includes regulation of neurogenesis, synaptic plasticity, and neuronal excitability [14]. For instance, the lncRNA *BC200*, which contains the bipolar disorder-associated SNP rs4404327, is specifically expressed in neurons and has been demonstrated to regulate neuronal dendritic arborization, which directly affects synaptic plasticity and memory [15]. Neuronally expressed *neuroLNC* regulates synaptic vesicle release by selectively stabilizing presynaptic protein-coding mRNA through interaction with the RNA-binding protein TDP-43 (TAR DNA-binding protein-43) [16]. The lncRNA *NEAT1* plays an important role in neuronal excitability by binding to potassium channel interacting proteins [17]. These findings indicate the significant role of lncRNAs in neuronal and synaptic function. A substantial body of clinical evidences indicants that aberrant synaptic and cellular plasticity plays a pivotal role in the pathogenesis of bipolar disorder [18]. Analysis of *Nissl-*stained sections of the left dorsolateral prefrontal cortex (DLPFC) from post-mortem brain tissue in bipolar disorder and major depression revealed significant reductions in neuronal density and cell size in specific layers, which correlated with less extensive or less active axodendritic trees[19–22]. A study of iPSC-derived brain organoids generated from monozygotic (MZ) twins discordant for psychiatric disorder demonstrated that a shift in the balance of neuronal and synaptic prevalence towards GABAergic specification during early cortical development is one of the endophenotypes of psychosis [23].

In this study, we performed RNA sequencing of peripheral blood RNA obtained from bipolar disorder discordant (BDC) MZ twins and healthy concordant control (HCC) MZ twins to screen for bipolar disorder-associated differentially expressed lncRNAs (DE-lncRNAs). We then validated the function of the DE-lncRNA *AP1AR-DT* in a mouse model and revealed the regulatory molecular mechanism by which the overexpression of *AP1AR-DT* in mice induces depressive and anxiety-like behaviors by reducing Negr1-mediated excitatory synaptic transmission. This finding links *AP1AR-DT* to the behavioral and pathophysiological abnormalities and provides an etiological implication for bipolar disorder.

## Methods

### Subjects

Peripheral blood samples were obtained from 5 pairs of BDC twins and 4 pairs of healthy concordant control (HCC) twins. RNA extracted form blood samples was subjected to RNA-seq analysis (Additional file 1: Table S1). All patients met the diagnostic criteria for bipolar disorder according to the Diagnostic and Statistical Manual of Mental Disorders, 4th Edition (American Psychiatric Association). All participants in this study provided informed consent prior to the study following presentation of the nature of the procedures. The study was approved by the Medical Ethics Committee of Zhujiang Hospital of Southern Medical University (#2022-KY-086) and the third People’s Hospital of Zhongshan (SSYLL20210301). The study was conducted in accordance with the Declaration of Helsinki.

### RNA-seq analysis of RNA from MZ twin subjects

RNA extracted from peripheral white blood cells using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) with a minimum RNA integrity value of 7 was used to build a strand-specific RNA library after removal of ribosomal RNA. The library was sequenced to a depth of ~ 100 million 125-bp paired-end reads per sample on an Illumina HiSeq 2000 by Novogene Solution (Tianjin, China). After quality control using FastQC, the reads were aligned to the University of California, Santa Cruz (UCSC) Homo sapiens reference genome hg19 with TopHat version 2.0.4, and multi-aligned reads were removed with SAMtools. We then used HTSeq to generate mapping counts for the known annotated genes, including coding genes for mRNAs and noncoding genes for lncRNAs from the UCSC Homo sapiens hg19 GTF file (version 1.05). We used Cuffdiff to convert the counts into total fragments per kilobase of transcript per million mapped reads (FPKM) values, which represented the gene expression levels. Fold change (FC) in gene expression is computed as the FPKM ratios of the patients over the controls.

Among those lncRNAs, only genes with read counts greater than 0 in 50% of the samples and greater than 5 in 10% of the samples were retained for DE-lncRNA analysis. Among those mRNAs, only genes with read counts greater than 0 in 50% of the samples and greater than 10 in 25% of the samples were retained for DE-mRNA analysis. Differentially expressed (DE) genes between patients with bipolar disorder and nonpsychiatric controls were identified with the Digital Gene Expression used edgeR package in R version 4.1.2 [24], and the read counts for each annotated gene were fit to a negative binomial generalized log-linear model in edgeR. We included a family ID for each of 9 twin pairs to generate a paired design within the same twin-pair in a case–control analysis of 5 pairs of BDC twins (5 bipolar disorder cases vs. 5 healthy controls, 5 vs. 5; |Log_2_FC|> 0.585 and *P* < 0.05) and then validated the results in 9 pairs of twins including 5 BDC twins and 4 HCC twins (5 bipolar disorder cases vs. 13 healthy controls, 5 vs. 13; |Log_2_FC|> 0.585 and *P* < 0.05; Additional file 1: Table S2). Subsequently, the DE-lncRNAs from twins were validated using an independent PsychENCODE brain RNA-seq dataset [25]. Linear correlation and regression analyses between each protein-coding gene and each of the DE-lncRNAs were performed in an iterative fashion. The mRNA that correlated with at least one of the four lncRNAs (Pearson *p* < 0.05 and |*r*|> 0.5) was identified as significantly correlated.

### RNA-seq analysis of RNA from the SK-N-SH cells and mice brain tissues

RNA extracted from the SK-N-SH cell lines was employed for RNA-seq analysis on the Illumina Nova-PE150 by Novogene Solution (Tianjin, China) with a depth of ~ 30 million 150-bp paired-end reads per sample. The raw reads were subjected to quality control with FASTQC, and then clean reads were aligned to the hg19 reference genome using HISAT2 with default parameters and converted the sam file to the bam file (binary format) using samtools. Read counts were derived from the GTF file generated by Stringtie with the parameters -A, -e and using the Python scripts provided by Stringtie. Differentially expressed genes (DEGs) were generated by DESeq2 in R. Gene Ontology (GO) analysis of significant genes were enriched using ToppGene online database (https://toppgene.cchmc.org/enrichment.jsp)) and visualized using the ggplot2 package in R.

RNA extracted from mouse cortical tissues using TRIzol reagent (Invitrogen) with a minimum RNA integrity value of 7 was used to build an RNA library as previously described [26]. Briefly, the library was sequenced to a depth of ~ 22 million 150-bp paired-end reads per sample on an Illumina HiSeq 6000 platform by Novogene Solution. The raw reads were subjected to quality control with FastQC, and clean reads generated from the raw reads were mapped to the GRCm38 mouse assembly in the Ensembl database by GENCODE using Bowtie2 with the default parameters. We used SANtools to convert the sam file to the bam file (binary format). The quantitative files were generated by StringTie using the -A and -e parameters and the GENCODE GRCm38 GTF reference file. We used the Python scripts provided by StringTie to extract the mapping read counts. Differentially expression analysis was performed using the DESeq2 packages, which fitted the analysis of read counts using a negative binomial generalized log-linear model.

### Cell culture, plasmid constructs, reporter assay, qPCR, and Western blotting

The human embryonic kidney (HEK) 293 T cell lines were cultured in Dulbecco’s Modified Eagle’s Medium (DMEM, Life Technologies, USA), while the human neuroblastoma SK-N-SH cell line was cultured in Minimal Essential Medium (MEM, Life Technologies, USA). The medium was supplemented with 10% non-essential amino acids (NEAA, Life Technologies, USA) and alanyl-glutamine (GlutaMAX™, Life Technologies, USA) and maintained at 37 °C with 5% CO_2_.

The full-length lncRNA-*AP1AR-DT* cDNA (ENST00000562919.1) was amplified from peripheral blood RNA and cloned into the TK-pCDH-copGRP-T2A-Puro expression vector (pCDH-*AP1AR-DT*) via the EcoRI and BamHI restriction sites. The human *NRF1* cDNA (ENST00000393232.6) was amplified from peripheral blood RNA and cloned into the pcDNA3.1 ( +) expression vector (pcDNA3.1-*NRF1*) via the NheI and XhoI restriction sites. In order to confirm that *AP1AR-DT* regulates the expression of *NEGR1* through the predicted region of the promoter, a 257-bp fragment of the *NEGR1* proximal promoter region, spanning from 1149 to 1246 bp upstream of the *NEGR1* translational start site, were amplified from human genomic DNA and cloned into a pGL4.18 dual luciferase vector (Promega, Madison, WI, USA) via the XhoI and HindIII restriction sites (pGL-*NEGR1*). The dual luciferase activity was quantified using a Wallac Victor V 1420 Multilabel Counter (PerkinElmer, San Jose, CA, USA) 48 h after the transfection of HEK293T cells with the pGL4.18 dual luciferase reporter construct, which included a Renilla luciferase gene and a control pRL-TK plasmid (Renilla luciferase reporter plasmid, Promega, Madison, WI, USA). All luciferase readings were obtained from more than three individual biological replicates.

Total RNA was extracted from cell lines, mouse brains, and human peripheral blood using TRIzol reagent (Life Technologies). Reverse transcription was then performed using a PrimeScript RT Reagent Kit with gDNA Eraser (Takara, China) to generate complementary DNA (cDNA). A comparative quantitative polymerase chain reaction (qPCR) assay was performed using a LightCycler 96 System (Roche) with SYBR green dye-containing SuperArray PCR master mix (YEASEN, China) and beta-actin and/or *Gapdh* as reference genes. The estimated values were expressed as 2-ΔΔCt values and subjected to statistical analyses. All primers were synthesized by Invitrogen (Additional file 1: Table S3). Western blotting was conducted using rabbit anti-NEGR1 (1:1000, ab133676, Abcam, USA) and mouse-anti NRF1 (1:1000, ab55744, Abcam, USA) antibodies.

### Animals

All mice used were from the C57BL/6 J genetic background. Animal experiments were in full compliance with the National Institutes of Health Guide for Care and Use of Laboratory Animals and were approved by the Institutional Animal Care and Use Committee at Southern Medical University. The environmental conditions were kept constant: food and water ad libitum, 21° ± 0.5 °C, 60 ± 10% relative humidity, 12-h light/dark cycles, and three to five mice per cage as previously described. This study used male animals in all experiments.

### Mouse behavior tests

A recombinant adeno-associated virus (rAAV) carrying lncRNA-*AP1AR-DT* (*AP1AR-DT*_*OE*_) was constructed by cloning the cDNA sequence of *AP1AR-DT* (ENST00000562919.1) into the rAAV-hsyn-CMV-EGFP-WPRE-hGH-pA expression vector via the SacI and BamHI restriction sites. The EGFP fluorescent reporter gene driven by the CMV promoter, while the lncRNA-*AP1AR-DT* driven by the human synapsin I promoter (hysn). A rAAV carrying *Negr1* (AAV-*Negr1*) driven by the human synapsin promoter was also constructed by cloning the cDNA sequence of *Negr1* (ENSMUST00000074015.11) into the rAAV-hsyn-mCherry-WPREs AAV expression vector via the SpeI and BamHI restriction sites. In this recombinant AAV, the *Negr1* and mCherry fluorescent reporter genes had been fused to form a single polypeptide chain. An empty AAV vector without an insert was used as a negative control. The package and purification of the rAAV were conducted in accordance with the instructions provided by the manufacturer (BrainVTA, Wuhan, China). AAV was injected into the mPFC region of 8-week-old C57BL/6 male mice, and mouse behavior tests were conducted 3 weeks after the injection. The order of the mouse behavior experiments was as follows: open field test, three-chamber test, sucrose preference test, Barnes maze, elevated plus maze, tail suspension test, forced swim test. The mice were given a week to rest after each experiment.

The open-field test (OFT) was conducted in an experimental room and the mice were allowed to habituate for 60 min. Each mouse was placed gently in the center of the open-field arena (50 × 50 × 50 cm). Spontaneous behavior of the mice in the arena was recorded for 1 h using a CCD camera mounted on the ceiling. The total distance travelled and the time spent in the central area was analyzed using tracking software [27].

The three-chamber test (TCT) was carried out in a rectangular box with three chambers. The chambers had small square openings (5 cm × 5 cm) between them. The size of each chamber was 20 cm × 40 cm × 22 cm. The outer walls of the chamber were opaque, while the inner partitions were made of clear Plexiglas. Following a 10-min period of acclimation within the chamber, the test mouse was introduced to the center chamber, with the partitions in place. A wire mesh cup containing a novel mouse (S1) was positioned on one side of the chamber, while an empty mesh cup (E) was placed on the other side during the socialization session. Subsequently, the partitions were elevated, thereby enabling the test mouse to roam freely throughout the chamber. Following a 10-min interval, the test mouse was relocated to the center area, which was devoid of any obstructions. A second novel mouse (S2) was placed under the empty cup, the partitions were removed, and the test mouse was permitted to roam freely throughout the chamber for a period of 10 min during the social novelty preference session. The time spent in each of the three chambers during each test session was quantified using LabMaze V3.0.

For the sucrose preference test, mice were housed in individual cages. The mice were habituated to a 1% sucrose solution for 4 days as follows: on days 1 and 2, bottles A and B were filled with water, and on days 3 and 4, bottles A and B were filled with 1% sucrose solution. The sucrose preference test was performed between days 5 and 7. During the test days, bottle A contained 1% sucrose solution and bottle B contained water. Fluid consumption from each bottle was measured daily. The position of the bottles was changed every day. The remaining volume in each bottle was measured at the end of each day. We calculated sucrose preference as the ratio of sucrose intake to total fluid intake and expressed the values as percentages.

The Barnes maze test was conducted in a circular maze (92 cm in diameter) with 20 small holes (5 cm in diameter) 3 cm from the perimeter on a customized stand (105 cm high). The maze, comprising four distinct cues, was divided into four quadrants theoretically. One of these quadrants was selected as the target quadrant. The day before training, the mouse was placed in the center of the platform with light (400 lx) as an aversive stimulus, allowed to move freely for 10 s to familiarize itself, and gently led to the target box where it rested for 2 min. Training sessions continued for 4 consecutive days. In the training phase, if the mouse entered the target box in 5 min free explore after the bucket was removed, it was allowed to rest for 60 s and was gently returned to the home cage; otherwise, it was gently guided to the hole containing the target box and rested for 60 s. The day after the last training session, a probe trial was performed to assess spatial reference memory. After the target box was removed, the test mouse was placed in the center of the maze as in the training trials and allowed to search for the target quadrant. The time spent in each quadrant was analyzed by the EthoVision system [28].

The elevated plus maze (EPM) was employed to assess anxiety-like behavior. The behavioral apparatus comprised two open arms (width 5 cm × length 30 cm) and two closed arms (width 5 cm × length 30 cm), elevated 50 cm above the floor and illuminated at a low intensity. Mice were placed individually in the center of the maze, facing an open arm, and permitted to freely explore for 5 min. For a mouse to be considered to have entered an arm, all four paws had to be inside the entrance line. The time spent in each arm and the end time were determined when all four paws were back to the line again. The maze was cleaned with 70% ethanol after each test to prevent influence from the previously tested mouse. The time spent in the open and closed arms was analyzed using video tracking software.

For the tail suspension test (TST), each animal was suspended by its tail via a small aluminum plate that was attached to the tail approximately 1 cm from the base with adhesive medical tape; the plate was hooked to an attachment located inside an opaque box (25 × 25 × 50 cm). The behaviors of the mice were recorded for 5 min using a charge-coupled device (CCD) camera, which was mounted inside the box. The experiments were recorded and immobility time scored by the same experimenters, who were unaware of the animals’ genotypes [29].

The forced swim test (FST) was conducted for a duration of five minutes for the primary test. Prior to the main test, a 24-h pretest was performed by placing each experimental mouse in a transparent cylinder filled with water (23–25 °C; depth 15 cm) for a period of 15 min. The immobility observed in the FST was defined as a state in which the mice were judged to be making only the movements necessary to keep their head above the surface. The experiments were video recorded and scored by the same experimenters, who were unaware of the animals’ genotypes [30].

### Immunofluorescence analysis, Golgi staining, and image analysis

The whole brain was first perfused with saline and 4% paraformaldehyde and then was fixed in a 4% paraformaldehyde at 4 °C and dehydrated with 30% sucrose until the brain sinks to the bottom of the tube. After preparation of 40 μm coronal sections with a Leica CM1950 cryostat, transfer them onto slides. Fluorescent images were obtained with a confocal microscope (LSM880, Carl Zeiss, Jena, Germany).

Golgi staining using a kit from FD NeuroTechnologies was performed as previously described. Briefly, brains from five pairs of independent *AP1AR-DT*_*OE*_ mice, control mice, or *Negr1-*RE mice were harvested whole and rinsed with distilled water. The brains were incubated in a 1:1 FD solution A: B mixture for 24 h at room temperature in darkness. Subsequently, the brains were transferred to fresh solution mixture of FD solution A: B for 2 weeks at room temperature in darkness. The brains were then transferred into FD solution C and stored in darkness at room temperature for 48 h. Coronal Sects. (150 μm) were cut with a Leica CM1950 cryostat and mounted on gelatin-coated slides coated with 3% gelatine. Slides were dehydrated in ethanol and mounted in neutral resin according to the manufacturer’s protocol. The dendrites were traced using the Fiji plugin NeuronJ. The spine densities were quantified by tracing the dendritic segments, with the spines counted in the mPFC region [31].

Z-stack images were obtained at 1-μm intervals for Sholl analysis or 0.3-μm intervals for spine analysis) using a BX63 microscope (Olympus, Japan) with a 40 × or 100 × oil immersion lens. Image analyses and quantification were conducted using the Fiji software. For photo-micrographic illustration of dendritic spines, the images were processed with CellSens Dimension software (Olympus) to deblur the images caused by spines oriented in different depths of focal planes and pyramidal neurons.

### sEPSCs and PPRs analyses

Mice were deeply anesthetized with isoflurane and perfused with ice-cold artificial cerebrospinal fluid (ACSF). Brains were removed and sliced in cutting buffer (containing (mM): 26 NaHCO3, 1.3 NaH2PO4, 12 MgSO4, 0.2 CaCl2, 2.5 KCl, 10 D-glucose and 195 sucrose saturated with 95% O2/5% CO2). The sections were transferred to recording buffer (containing (mM): 126 NaCl, 2.5 KCl, 1.25 NaH2PO4, 1 MgSo4, 2 CaCl2, 26 NaHCO3 and 10 glucose) and allowed to recover for 30 min. Whole-cell patch-clamp recordings were performed using a Multi-Clamp 700B amplifier, with signals being recorded/analyzed using a Digidata 1550B data acquisition system and the pClamp 10. software package (Molecular Devices). Recordings were made from visually identified pyramidal neurons of the mPFC region using patch pipettes (4 to 6 MΩ) when filled with intracellular solutions (containing (mM): 126 mM K-gluconate, 2.5 mM KCl, 10 mM Hepes, 2 mM MgCl_2_, 0.2 mM EGTA, 4 mM Na_2_-ATP, and 0.4 mM Na_2_-GTP). sEPSCs were recorded with pipette solution at a holding potential of − 70 mV in a voltage-clamp mode. Paired postsynaptic currents were elicited by pairs of identical stimuli separated by intervals of 25, 50, 100, and 200 ms with a bipolar -stimulating electrode positioned in the local area of mPFC.

### Chromatin isolation by RNA purification (ChIRP)

We performed ChIRP to verify the interaction of lncRNA-*AP1AR-DT* with the *NEGR1* promoter region using a Chromatin Isolation by RNA Purification (ChIRP) Kit (BersinBio). Briefly, HEK293T cell lysates were cross-linked with 1% formaldehyde 10 min after transfection with pCDH-*AP1AR-DT* and then sonicated using a Qsonica instrument (USA). A total of 6 biotinylated tilling probes were employed to capture *AP1AR-DT* by hybridization with the sonicated chromatin in two separate reactions: one for odd-number probes (#1, 3, 5) and another for even-numbered probes (#2, 4, 6) synthesized by RiboBio technologies (RiboBio). The chromatin complexes associated with *AP1AR-DT* were pulled down using streptavidin-conjugated magnetic beads and used for RNA and bound DNA isolation. The levels of bound *NEGR1* promoter from isolated DNA were quantified by qPCR using primers spanning the *AP1AR-DT* binding site adjacent region (Additional file 1: Table S3) followed by sequencing of the qPCR products.

### Chromatin immunoprecipitation (ChIP)

ChIP assays were performed on cell extracts from SK-N-SH cells using anti-NRF1 antibody (ab5574422, Abcam) as recommended (EZ-ChIP, Merck, Germany). Cell lysates extracted from SK-N-SH cells infected with pCDH-*AP1AR-DT* or an empty control vector were subjected to ChIP assays using NRF1 antibody 48 h after transfection with pcDNA3.1-*NRF1*, and the immunoprecipitated DNA was quantified by qPCR using primers partially overlapping the *AP1AR-DT* binding region to evaluate the interaction of NRF1 with the *NEGR1* promoter region. We used Input as a positive control and lgG as a negative control.

### Statistical analysis

Statistical analyses were conducted using GraphPad Prism 9.0 or SPSS, including Pearson correlation analysis, two-tailed Student’s *t* test, and two-way ANOVA test. Data are presented as the mean ± standard error (SE). The level of significance was set at *P* < 0.05.

## Results

### Identification of bipolar disorder-associated DE-lncRNAs within BDC twins

To identify DE-lncRNAs associated with bipolar disorder, we generated strand-specific RNA-seq datasets with a median of 100 million reads per sample from five pairs of BDC twins and four pairs of HCC twins (Additional file 1: Table S1), aligned the filtered reads to the UCSC *Homo sapiens* reference genome hg19 with TopHat2, and detected and characterized the expression patterns of the known annotated genes. Differential expression analysis of 6228 known lncRNAs with a 50th percentile count > 0 and 10th percentile count > 5 among nine MZ twin pairs identified 155 DE-lncRNAs that displayed significant expression differences (|Log_2_FC|> 0.585 and *P* < 0.05) in a pairwise analysis of 5 bipolar disorder vs. 5 healthy controls (5 BDC twins for 5 vs. 5; Fig. 1A, B). We then performed a case–control analysis of 5 bipolar disorders (from 5 BDC twins) vs. 13 healthy controls (by including 4 HCC twins, 5 vs. 13; Fig. 1C) and observed that 27 out of these 155 DE-lncRNAs remained significantly associated with bipolar disorder (|Log_2_FC|> 0.585 and *P* < 0.05; Fig. 1D and Additional file 1: Table S2). Among them, *AP1AR-DT*, *AC018647.1*, *ATP2C2-AS1*, and *AL596244.1* have been reported to be consistently differentially expressed in the postmortem brain tissue of bipolar disorder in the PsychENCODE brain RNA-seq dataset (*P* < 0.05; Fig. 1D and Table 1) [25]. We then performed expression correlation analysis of these four DE-lncRNAs with the mRNAs of the 18 individuals from the five BDC twins and four HCC twins and identified 6699 mRNAs correlated with at least one of these four lncRNAs (Pearson *p* < 0.05 and |*r*|> 0.5). Of these 6699 mRNAs, 2704 mRNAs were also reported to show bipolar disorder-associated expression changes (*P* < 0.05) in the PsychENCODE brain RNA-seq dataset [25]. Gene Ontology (GO) enrichment analysis of 2704 DE-mRNAs revealed that biological processes, such as neuron development, central nervous system development, and trans-synaptic signaling; cellular components, such as synapse, neuron projection, and postsynaptic density; and diseases, such as schizophrenia and bipolar disorder, were significantly enriched among mRNAs correlated with four DE-lncRNAs (Fig. 1E), indicating functional implications of these DE-lncRNAs in the pathogenesis of bipolar disorder.

**Fig. 1:**
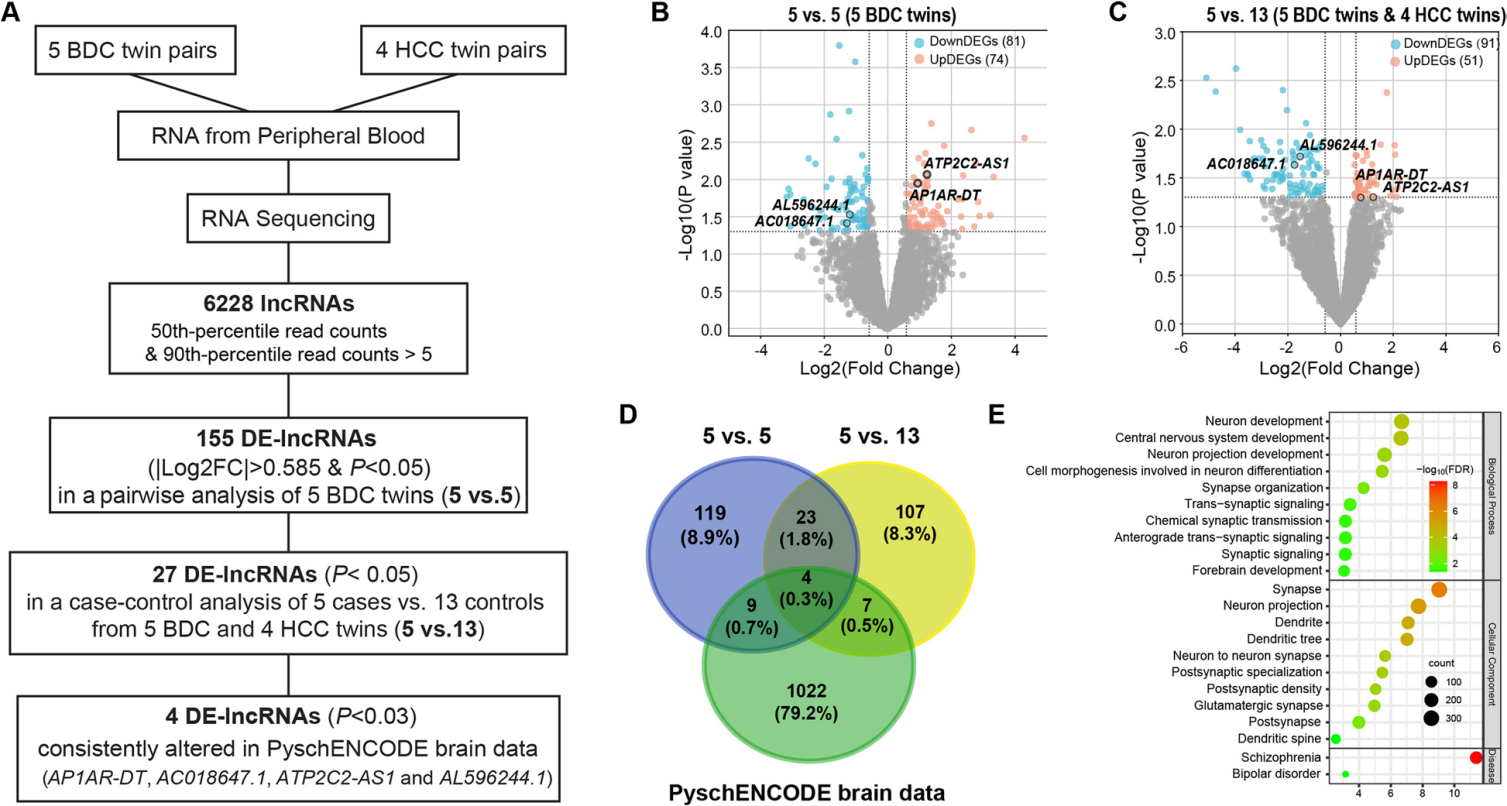
Screening of bipolar disorder-associated DE-lncRNAs. **A** Flowchart for the screening of the bipolar disorder-associated DE-lncRNAs. **B**, **C** Volcano plots showing raw p values versus fold changes for lncRNAs identified in a pairwise analysis of 5 bipolar disorder vs. 5 healthy controls (5 BDC twins for 5 vs. 5; **B**) or in a case–control analysis of 5 bipolar disorder (from 5 BDC twins) vs. 13 healthy controls (by including 4 HCC twins, 5 vs. 13; **C**), with red/blue spots denoting lncRNA with |Log_2_FC|> 0.585 and *P* < 0.05. **D** Venn diagram showing the overlapping relationships. The numbers indicate the gene counts among the DE-lncRNAs identified in 5 vs. 5 and 5 vs. 13 of MZ twins, and DE-lncRNAs identified from PyschENCODE brain RNA-seq data. **E** GO-BP enrichment analysis of mRNA targets of 4 DE-lncRNAs identified from our twin RNA-seq and independent PyschENCODE brain RNA-seq data

**Table 1:** Bipolar disorder-associated DE-lncRNAs that were consistently altered in the blood of MZ twins and in post-mortem brains from the PsychENCODE RNA-seq dataset

Basic information		5 vs. 5 (5BDC)		5 vs. 13 (5BDC + 4HCC)		PsychENCODE (brain)	
**ID**	**Symbol**	**Log2(FC)**	***P* value**	**Log2(FC)**	***P* value**	**Log2(FC)**	***P* value**
ENSG00000260526	*AP1AR-DT*	0.9399	0.0113	0.8329	0.0494	0.0952	0.0019
ENSG00000261286	*ATP2C2-AS1*	1.2337	0.0086	1.3059	0.0493	0.1352	0.0261
ENSG00000261534	*AL596244.1*	− 1.1949	0.0297	− 1.5322	0.0191	− 0.0583	0.0399
ENSG00000227544	*AC018647.1*	− 1.2861	0.0385	− 1.7451	0.0233	− 0.1746	0.0051

### Gain of AP1AR-DT in mice leads depressive and anxiety-like states

Of the four identified DE-lncRNAs, *AP1AR-DT* (also called *AC109347.1, RP11-73K9.2*, *lnc-TIFA-1*, ENSG00000260526, or NONHSAG038649.2; chr4:112,229,561–112,231,596) was of particular interest for follow-up functional analyses, as it displays significant upregulation in the patients of BDC MZ twin in terms of gene (Log_2_(FC) = 0.9399 and *P* = 0.0113 for 5 vs. 5; and Log_2_(FC) = 0.8329 and *P* = 0.0494 for 5 vs.13; Table 1) and transcript levels based on FPKM (Log_2_(FC) = 1.2135, *P* = 0.017 for 5 vs. 5 and Log_2_(FC) = 0.7787, *P* = 0.021 for 5 vs.13) as well as in the post-mortem brain of bipolar disorder from an independent PsychENCODE brain RNA-seq dataset (Log_2_FC = 0.095 and FDR = 0.045) and maps to subthreshold GWAS regions (rs7667177 at chr4: 112,229,861, *P* = 5.2e-03) and adjacent to significant GWAS regions (rs13106460 at chr4: 118,385,980, *P* = 6.5e-06) associated with bipolar disorder in the PGC3 bipolar disorder GWAS [32]. The *AP1AR-DT* transcript exists as an isoform of 2036 nt with one exon in the human (Additional file 2: Fig. S1a) but has no corresponding sequences in the mouse. The in silico results obtained with the open reading frame (ORF) prediction tool ORFfinder to distinguish coding and non-coding transcripts consistently showed that *AP1AR-DT* has no potential protein coding ability (Additional file 2: Fig. S1b). We also observed that *AP1AR-DT* was moderately expressed in whole blood and brain tissues from GTEx RNA-seq datasets (Additional file 2: Fig. S1c). We then observed that *AP1AR-DT* was predominantly expressed in the nucleus (Additional file 2: Fig. S1d), as determined by RNA-seq in HeLa, MCF7, GM12878, or K562 cells, etc. from the lncATLAS dataset [33].

To investigate the function of bipolar disorder-related upregulated *AP1AR-DT*, we generated a recombinant AAV (rAAV) carrying *AP1AR-DT* (for *AP1AR-DT* overexpression, *AP1AR-DT*_OE_) driven under the human neuron specific synapsin I promoter and used an empty AAV vector as a control. Since disease-associated *AP1AR-DT* upregulation was observed in the cortex brain region from the PsychENCODE dataset and *AP1AR-DT* was also highly expressed in the human cortex brain based on the GETx dataset, we injected rAAV into the medial prefrontal cortex (mPFC) region of C57BL/6 male mice. Confocal images showed that the virus was accurately expressed in the mPFC neurons of the mice and an increased *AP1AR-DT* was successfully induced in the mice after 3 weeks of rAAV injection (Fig. 2A, B). We then performed a battery of behavior tests, including tail suspension test (TST), forced swim test (FST), elevated plus maze (EPM), open field test (OFT), three-chamber test, Barnes maze test, and sucrose preference test day 21 after rAAV injection (Fig. 2 A). Compared to the control mice, the *AP1AR-DT*_OE_ mice exhibited significantly increased immobility time in both the TST and FST (Fig. 2C, D), indicating a range of depression-like behaviors induced by *AP1AR-DT*_OE_. When tested for anxiety-like phenotype, *AP1AR-DT*_OE_ mice spent less time in the open arms and showed a preference for the near area than the control mice in the EPM test (*P* < 0.01, Fig. 2E) and spent less traveling time in the center of the OFT chamber with no difference in the total travel distance during the test session (30 min) than the control mice (Fig. 2F, G). However, *AP1AR-DT*_OE_ mice did not show significant differences in the three-chamber test, Barnes maze, and sucrose preference test as compared to the control mice (Additional file 2: Fig. S2). These behavioral data suggest that the gain of *AP1AR-DT* in mice leads to depressive and anxiety-like states.

**Fig. 2:**
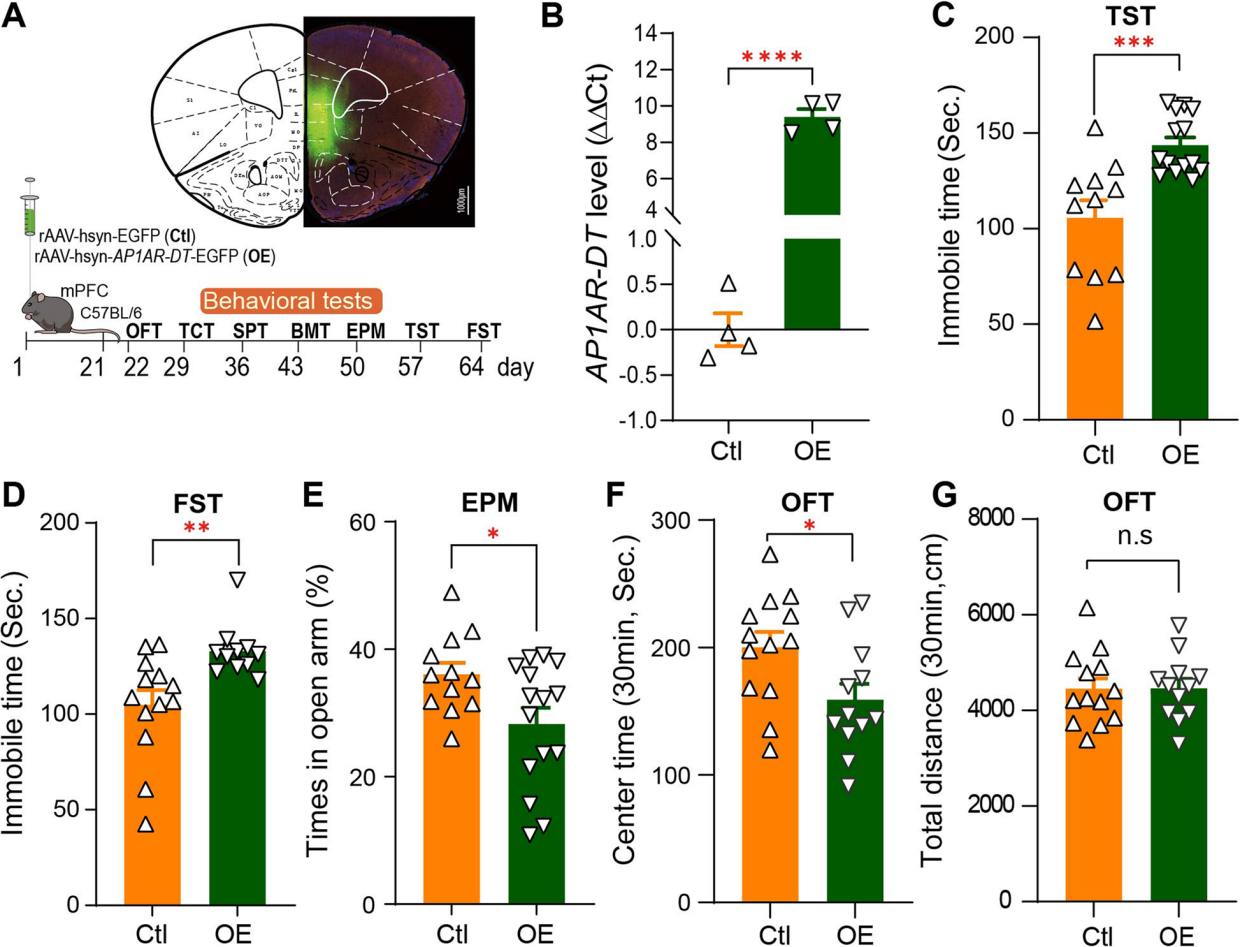
Overexpression of *AP1AR-DT* in mice leads to depressive and anxiety-like states. **A**, **B** Recombinant adeno-associated viruses (rAAVs) carrying lncRNA-*AP1AR-DT* (for *AP1AR-DT* overexpression, OE) or empty AAV vectors (as controls, Ctl) cloned into the AAV expression vector rAAV-hsyn-EGFP (green)-WPRE-hGHpA were injected into the medial prefrontal cortex (mPFC) regions of C57BL/6 wild-type mice (**A**), and their expression was examined by immunofluorescence analysis of brain slices (**A**) or by qRT-PCR shown as delta delta Ct values (**B**) The time line for each behavior test is also indicated. OFT, open field test; TCT, three-chamber test; SPT, sucrose preference test; BMT, Barnes maze test; EPM, elevated plus maze; TST, tail suspension test; FST, forced swimming test. **C**–**G ***AP1AR-DT* overexpressing mice showed depressive and anxiety-like behaviors. Depressive-like behaviors were measured by immobility time in the tail suspension test (**C**; TST, *n* = 11 Ctl and *n* = 14 OE mice) and the forced swim test (**D**; FST, *n* = 13 Ctl and *n* = 11 OE mice). Anxiety-like behavior was measured by time spent in the open arms of the elevated plus maze (**E**; EPM, *n* = 12 Ctl and *n* = 15 OE mice) and in the central area of the open field test (**F**, **G**; OFT, *n* = 13 Ctl and *n* = 12 OE mice). All data represent the means ± SEMs. A two-tailed *t*-test (*P < 0.05, **P < 0.01, ***P < 0.001. ns, nonsignificant) was used for comparisons between the two indicated groups

### Gain of AP1AR-DT resulted in synaptic deficits

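RNA from 3 *AP1AR-DT*_*OE*_ mice and 3 control mice was sequenced as paired-end reads. The mice were male C57BL/6 mice, a common inbred laboratory strain, injected in the medial prefrontal cortex (mPFC) at the age of 8 weeks with a recombinant adeno-associated virus. The virus delivered *AP1AR-DT* under the human synapsin I promoter, which is active in neurons, and the control virus was an empty vector. The paper's results name the mPFC as the tissue sequenced, while its methods name cortical tissue. The authors mapped the reads to the GRCm38 mouse genome with Bowtie2, which does not align a read across an intron, and took whole-number counts per gene from StringTie's coverage of the GENCODE genes. The counts, as deposited without normalization, are the values used here. The control libraries, numbered 1 to 3 as the mice are, held 42061721, 48478873 and 49957663 counts. The *AP1AR-DT*_*OE*_ libraries held 53284736, 54668294 and 51374941 counts. The columns of the latter group are numbered 1 to 3 and its mice 3 to 5, so these libraries are called A, B and C here in the order of their columns. The median total was 50.7 M counts per library. The paper states a depth of about 22 M paired-end reads per sample, which could mean single reads or read pairs. The values given here use the count totals. *AP1AR-DT* is a human gene and is not among the mouse genes counted, so its level could not be used to check the labels.

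The counts were normalized by edgeR's TMM method and tested with edgeR's quasi-likelihood test, two-sided, with all 6 mice in one model and no covariate. Of the 52390 genes listed, those with enough counts in at least 3 libraries were tested, 15567 of them protein-coding. Normalized CPM are counts scaled to a common library total with these factors. The spread between mice of the same group corresponded to a common biological coefficient of variation of 0.313. Mitochondrial genes took between 7.20% and 9.86% of the counts in control mice and between 5.75% and 6.80% in *AP1AR-DT*_*OE*_ mice. No pair of libraries had counts that differed by no more than sampling noise. The lowest chi-square per gene between any pair was 44.4, where sampling noise alone gives about 1. Some lists of marker genes of brain regions differed between single mice of the same group. The mean of 10 choroid plexus markers was 4.17 log2 units above the mean of all libraries in control 3 and below that mean in each of the other libraries. The excitatory neuron list ranged from -1.53 in control 2 to 1.17 in *AP1AR-DT*_*OE*_ library B, and the hypothalamic list from -1.40 in control 1 to 2.39 in control 2. The region lists were written after other marker genes had been seen to differ.

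**Figure D1:**
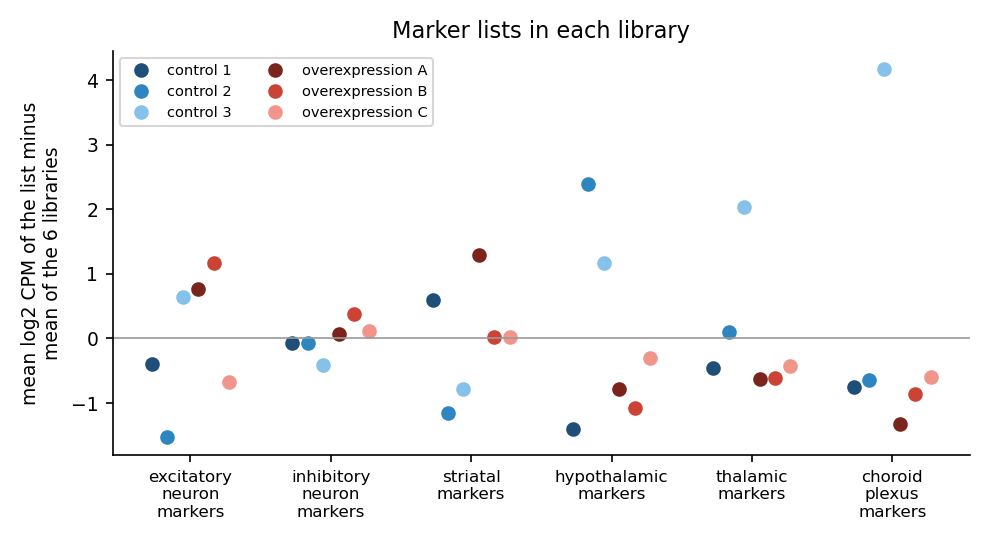
Mean log2 CPM (counts per library scaled to a common total) of 6 lists of marker genes in each of the 6 libraries, minus the mean of all libraries, with 1 point per library. Control 3 stands apart for choroid plexus (4.17) and thalamic markers (2.04), and control 2 for hypothalamic markers (2.39).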

To elucidate the underlying molecular mechanisms of *AP1AR-DT*_*OE*_-induced anxiety- and depression-like states in mice, we performed RNA-seq using RNA extracted from mPFCs of *AP1AR-DT*_*OE*_ mice or control mice to identify DEGs. 

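At the thresholds of |Log2FC| above 0.32 and *P* under 0.05, edgeR's quasi-likelihood test gave 2675 DEGs, 1113 upregulated and 1562 downregulated. These are genes of all biotypes. At the same thresholds the authors' deposited values give 3097 DEGs, and 2409 among protein-coding genes (1110 up, 1299 down). The paper's count is close to the latter, so it may cover protein-coding genes only. In 4900 genes (22.4% of those tested) the values of the groups did not overlap, where chance gives 10% with 3 mice against 3. In counts simulated with the same means, library sizes and spread between mice and with no gene changed, 1013 genes passed the same thresholds. The number moved most when *AP1AR-DT*_*OE*_ library B was left out, to 1401 DEGs. It was 1568 after each library was corrected for a smooth curve of counts on the GC content of the genes, and 1151 of these were among the uncorrected DEGs. The curves were fitted without regard to group, so they also take up any effect of the condition that goes with GC content. Without the correction, Log2FC rose with GC content, with a median of -0.29 in the lowest decile and 0.25 in the highest. The lowest decile held 4 upregulated and 433 downregulated DEGs, and the highest 347 upregulated and 9 downregulated.

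Benjamini-Hochberg adjustment over all genes tested left 6 genes with an adjusted *P* under 0.05, of which *Lifr*, *Armcx6* and *Rpl27* were upregulated and *Wasf2*, *Tor1b* and *Txnl4b* downregulated. Of the 10 splits of the mice into 3 and 3, 2 gave at least as many such genes. These were the real split and that of controls 1 and 2 with *AP1AR-DT*_*OE*_ library A, which gave 9. The counts simulated with no gene changed gave 2. *Lifr* (ENSMUSG00000054263), which encodes the receptor of leukemia inhibitory factor, lies on the plus strand of chromosome 15 of GRCm38 from 7090614 to 7197489. It had 6.40 ± 0.499 normalized CPM (SD, n = 3) in control mice and 28.0 ± 1.98 (SD, n = 3) in *AP1AR-DT*_*OE*_ mice, a Log2FC of 2.13 with a standard error of 0.126. Its adjusted *P* from edgeR's test was 0.0116, and between 1.84e-58 and 0.0651 over the 21 fits compared here. *Wasf2* (ENSMUSG00000028868), on the plus strand of chromosome 4 from 133130505 to 133199756, fell from 37.8 ± 3.43 (SD, n = 3) to 11.2 ± 1.35 (SD, n = 3) normalized CPM. Its Log2FC was -1.75 with a standard error of 0.136, and its adjusted *P* from edgeR's test was 0.0209, with a range from 9.83e-28 to 0.142 over the same fits. The Log2FC of the other 4 genes were 4.01 for *Armcx6*, 2.29 for *Rpl27*, -1.76 for *Tor1b* and -1.53 for *Txnl4b*. *Armcx6* and *Rpl27* share 16.2% and 49.3% of the 100-base stretches of their longest transcripts with transcripts of other genes, so reads could have been split between copies.

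**Figure D2:**
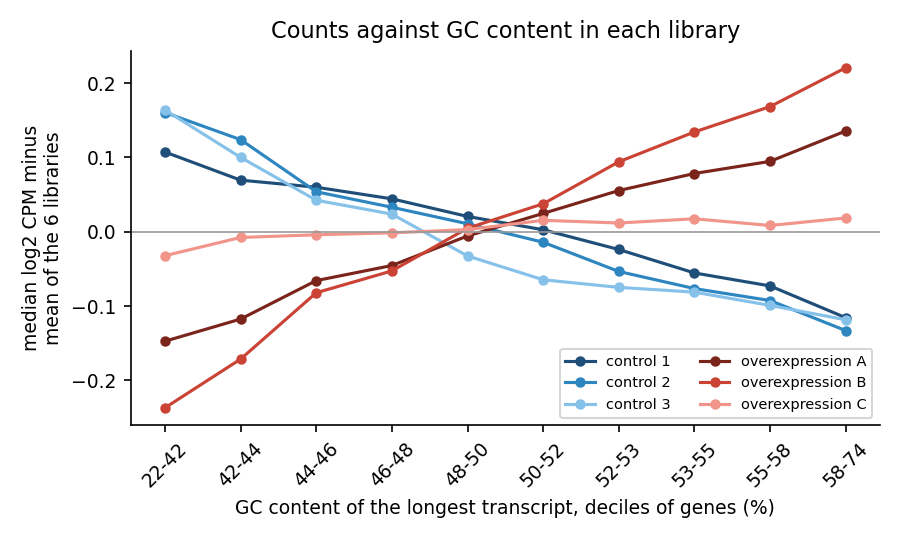
Median log2 CPM in each library, minus the mean of the 6 libraries, for genes in deciles of the GC content of their longest transcript. In the highest decile the control libraries lie between -0.13 and -0.12, and the *AP1AR-DT*_*OE*_ libraries at 0.14 (A), 0.22 (B) and 0.02 (C).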

Transcriptome analyses identified 2415 DEGs (|Log2FC|> 0.32, *P* < 0.05), including 1110 upregulated and 1305 downregulated DEGs in *AP1AR-DT*_*OE*_ mice compared with control mice. 

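Synaptic gene sets were tested with Reactome pathways and gene lists fixed from general knowledge, since the ToppGene sets were not used here. The DEGs tested had passed the threshold on Log2FC, while the legend of Fig. 3A names protein-coding genes at *P* under 0.05 only. The odds ratios therefore do not repeat the paper's enrichment test. Fisher's exact test, two-sided, compared the share of DEGs in each set with that among all other tested genes that could be matched to an identifier. Transmission across Chemical Synapses held 25 DEGs among 173 tested genes (14.5%, 10 up and 15 down) against 13.3% of the other 15425 genes, an odds ratio of 1.10 (Fisher's exact *P* = 0.653). Neuronal System held 35 DEGs among 243 genes, 19 up and 16 down, an odds ratio of 1.10 (Fisher's exact *P* = 0.634). With 27 sets tested, both had a Benjamini-Hochberg adjusted *P* of 0.801. Leaving out control 1 moved these values most, to odds ratios of 1.45 (Fisher's exact *P* = 0.0445) and 1.64 (Fisher's exact *P* = 0.00122). Axon guidance held 27 DEGs among 274 genes, fewer than the other genes at an odds ratio of 0.71 (Fisher's exact *P* = 0.0889). A list of 93 synaptic genes, taken by family, held 21 DEGs, of which 10 were up and 11 down. Its odds ratio was 1.91 (Fisher's exact *P* = 0.0135), with an adjusted *P* of 0.0727 over the 27 sets. After correction for GC content it held 11 DEGs, an odds ratio of 1.71 (Fisher's exact *P* = 0.106, adjusted *P* = 0.376). The camera test, which allows for the correlation between the genes of a set and asks whether they move in one direction, gave *P* = 0.645 for Transmission across Chemical Synapses. The DEGs of each of these sets went in both directions.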

Gene Ontology enrichment analysis of those *AP1AR-DT*_*OE*_-induced mouse DEGs were involved in biological processes such as chemical synaptic transmission, anterograde trans-synaptic signaling, neuron projection development, synaptic signaling, and synapse organization and mouse phenotypes such as abnormal brain morphology, abnormal neurite morphology, abnormal emotion/affect behavior, and abnormal fear/anxiety-related behavior and abnormal locomotor activation (Fig. 3A), most of which have been reported to be associated with bipolar disorder, further providing functional implication of *AP1AR-DT* in the pathogenesis.

**Fig. 3:**
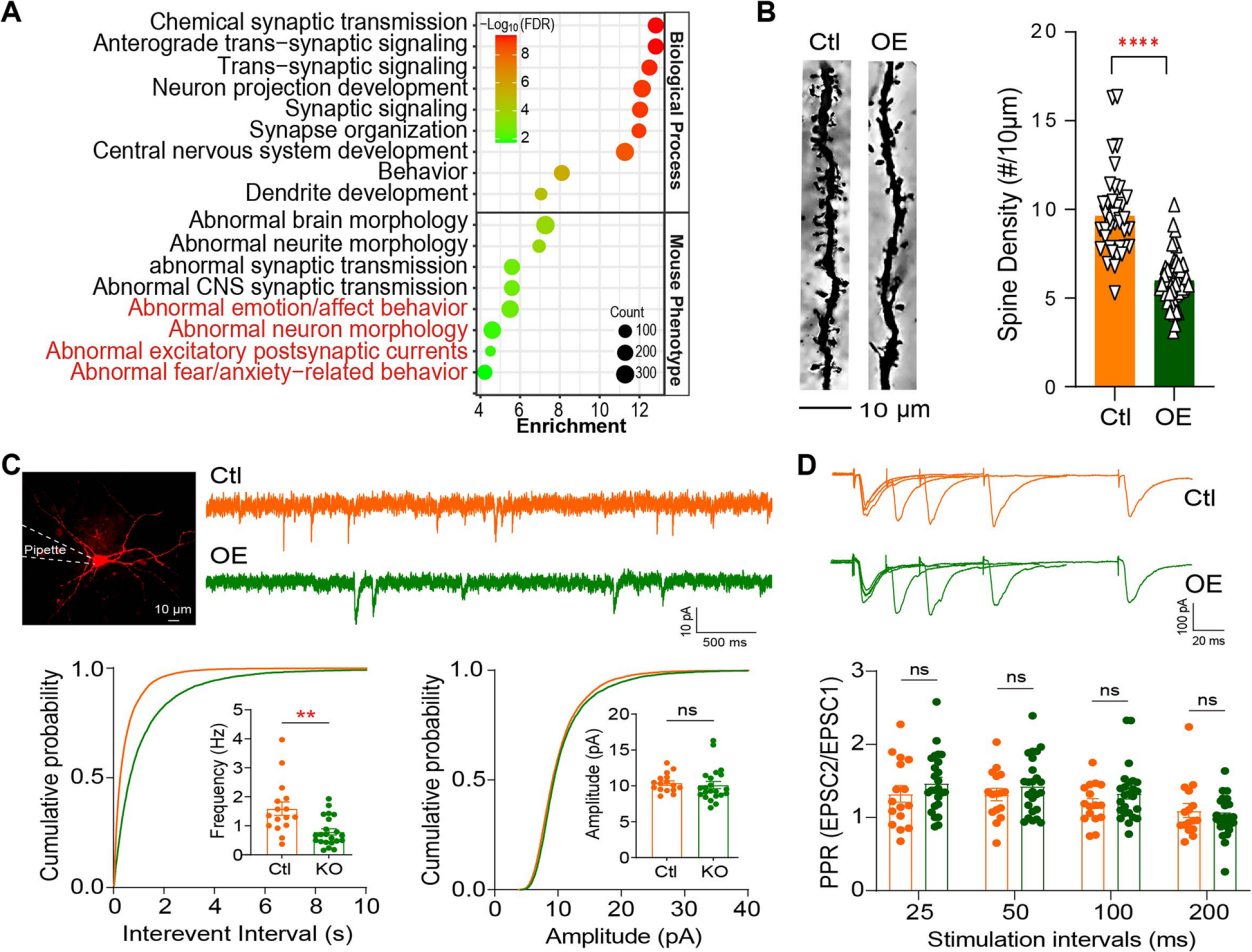
Gain of *AP1AR-DT* resulted in synaptic deficits. **A** Functional enrichment analysis of 2782 protein-coding DEGs (*P* < 0.05) induced by *AP1AR-DT*_*OE*_ in mice from RNA-seq. **B** Spine densities were significantly decreased in *AP1AR-DT*_*OE*_ mice compared to control mice. *n* = 46 neurons from five *AP1AR-DT*_*OE*_ mice and 39 neurons from five control mice. **C** Representative recording traces (top) and cumulative probability plots of spontaneous excitatory postsynaptic currents (sEPSCs; bottom) showing that the frequencies (*P* = 0.0015) but not amplitudes were decreased in *AP1AR-DT*_*OE*_ mPFC pyramidal neurons. *n* = 16 cells from four control mice and *n* = 22 cells from three *AP1AR-DT*_*OE*_ mice. **D** Representative traces of pair-pulse stimulation responses (top) and pair-pulse ratios (PPRs) plotted against interstimulus intervals (bottom) show that PPRs remained unchanged. *n* = 22 cells from four *AP1AR-DT*_*OE*_ mice and *n* = 16 cells from three control mice. All data represent the means ± SEMs. A two-tailed t-test (**P < 0.01, ****P < 0.0001, ns, nonsignificant) was used for comparisons between the two indicated groups

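Without a threshold on Log2FC, 2647 protein-coding genes had *P* under 0.05 by edgeR's quasi-likelihood test. The number was 2770 with DESeq2, the tool the authors used, and 2775 protein-coding genes had *P* under 0.05 in the authors' deposited table. After the correction for GC content it was 1492. Leaving out 1 mouse at a time gave between 1215 and 3146 genes, the lowest number without *AP1AR-DT*_*OE*_ library B and the highest without library C.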

Considering that *AP1AR-DT*_*OE*_-induced mouse DEGs are associated with neuronal development or chemical synaptic transmission in functional enrichment analysis, we thus performed Golgi staining using mouse mPFC tissue at postnatal day 90 to determine whether *AP1AR-DT*_*OE*_ affects dendritic structure in vivo. Compared to the neurons in the mPFC region of control mice, the neurons from the *AP1AR-DT*_*OE*_ mice exhibited a reduction in the total spine density (stubby and mushroom-shaped spine types; Fig. 3B). These results suggest that *AP1AR-DT* plays an essential role in regulating synaptic structure or function. Next, we determined whether *AP1AR-DT* alters synaptic function by performing a whole-cell recording electrophysiological assay on acute brain slices. We observed that the spontaneous excitatory postsynaptic current (sEPSC) frequency, but not amplitude, of *AP1AR-DT*_*OE*_ pyramidal neurons was significantly decreased (Fig. 3C). The decreased sEPSC frequency is likely due to the reduction in the synapse number rather than presynaptic neurotransmitter release, because the pair-pulse ratios (PPRs) at 25-, 50-, and 100-ms intervals remained unchanged for *AP1AR-DT*_*OE*_ neurons compared to control neurons (Fig. 3D). Collectively, these results indicate that *AP1AR-DT* plays a vital role in maintaining proper synaptic function.

### Repression of NEGR1 by AP1AR-DT through competing binding to the NEGR1 promoter with the transcriptional activator NRF1

We then examined whether *AP1AR-DT*_*OE*_-induced mouse DEGs are orthologous to the reported bipolar disorder-associated genes. Notably, we observed that the *AP1AR-DT*_*OE*_-induced mouse coding DEGs were significantly enriched in the PGC3 bipolar disorder GWAS genes [32] (29 + 79 overlapping genes; enrichment OR = 1.50 and *P* = 2.8e–4) and in the bipolar disorder-associated DEGs in the cerebral organoid RNA-seq dataset (29 + 531 overlapping genes; enrichment OR = 1.75 and* P* = 4.9e–24; Fig. 4A) [34]. 

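The 17 mouse genes named in Fig. 4A had the direction printed there in the counts, 11 lower and 6 higher in *AP1AR-DT*_*OE*_ mice. *P* was under 0.05 for 15 of them by edgeR's quasi-likelihood test, 10 lower and 5 higher. *Sp4* and *Frzb* were above that threshold, and their groups overlapped (exact permutation *P* = 0.2 for each). Adjusted over the list alone, 15 genes had a Benjamini-Hochberg adjusted *P* under 0.05, but the list was chosen from the authors' calls on the same libraries. Adjusted over all genes tested, 0 genes passed, with adjusted *P* between 0.295 and 0.392. Over all 21 fits, *Twf2* was the only gene of the list with an adjusted *P* under 0.05 in any fit, with a range from 0.00732 to 0.651, and the authors' deposited table gives it 0.0069. In 11 of the 17 genes the values of the groups did not overlap. Chance gives 10% for genes chosen without these libraries, so the share among genes called from them has no such reference. Log2FC ranged from -0.60 (*Zbtb20*) to -0.34 (*Gabra2*) among the lower genes and from 0.43 (*Furin*) to 0.65 (*Itpr3*) among the higher genes. The smallest *P* was that of *Twf2*, whose Log2FC was 0.64, at 0.000912 by edgeR's test and 0.1 by an exact permutation test. The lower genes had a GC content of at most 43.8% in their longest transcript, except *Syne1* at 50.6%, and the higher genes at least 50.3%. Corrected for the GC content of the longest transcript, all 17 kept their direction and 5 had *P* under 0.05, which were *Syne1*, *Zbtb20*, *Furin*, *Smad3* and *Twf2*. With the mean GC content over transcripts, chosen after seeing the data, *Gabra2* was at 0.0078 and so did not keep its direction.

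**Figure D3:**
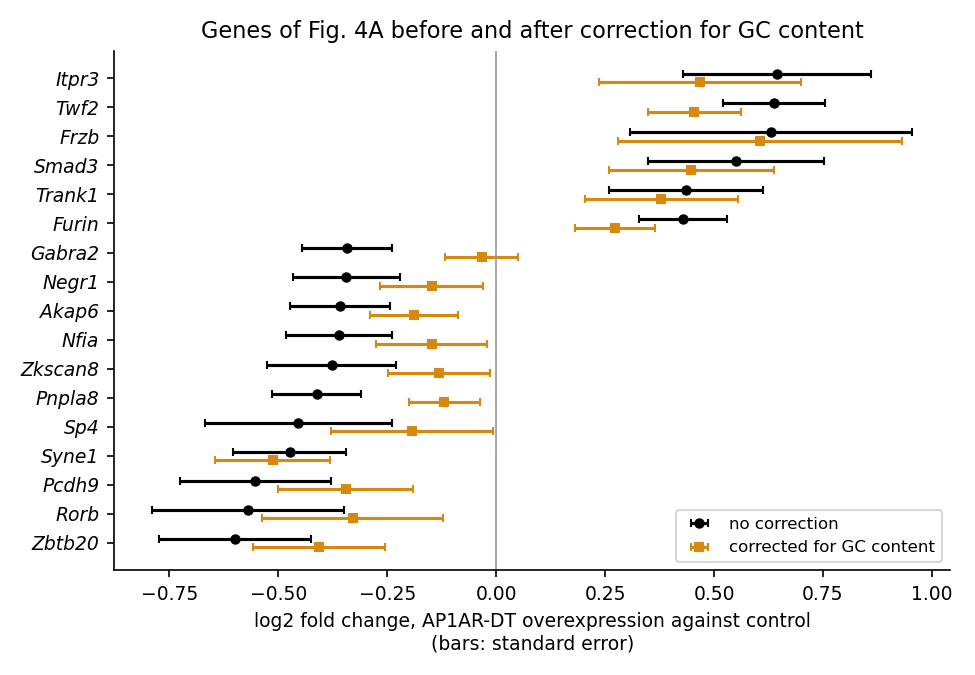
Log2FC of the 17 genes of Fig. 4A in *AP1AR-DT*_*OE*_ mice against control mice, with standard errors, without correction (black circles) and after correction for GC content (orange squares). *Gabra2* moves from -0.34 to -0.033 and *Syne1* from -0.47 to -0.51.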

Of these 29 overlapping genes, 11 genes are consistently downregulated and 6 genes are consistently upregulated in both *AP1AR-DT*_*OE*_ mice and bipolar disorder cerebral organoids. In particular, the *Negr1* and *Trank1* are involved in neuronal development and differentiation and synaptic plasticity and have been reported to be associated with bipolar disorder or major depressive disorder [27, 35–38], which may partially explain the depressive and anxiety-like behaviors or synaptic deficits in *AP1AR-DT*_*OE*_ mice. 

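*Negr1* (ENSMUSG00000040037) lies on the plus strand of chromosome 3 of GRCm38 from 156561794 to 157316445, and the annotation gives it 5 transcripts. None of the 100-base stretches of its longest transcript occurs in a transcript of another gene. It had 179 ± 22.6 normalized CPM (SD, n = 3) in control mice and 141 ± 13.1 (SD, n = 3) in *AP1AR-DT*_*OE*_ mice. Its Log2FC was -0.34 with a standard error of 0.123, with *P* = 0.0267 by edgeR's quasi-likelihood test and *P* = 0.1 by an exact permutation test, the smallest that 3 mice against 3 allow. Adjusted over all genes tested, edgeR's *P* was 0.297, and between 0.195 and 0.751 over all 21 fits. Each *AP1AR-DT*_*OE*_ mouse had a lower normalized *Negr1* value than each control mouse. The highest *AP1AR-DT*_*OE*_ value was 151 and the lowest control value 154. The highest control value, 197, was that of control 2, which stood apart for hypothalamic markers. The lowest was that of control 3, which stood apart for choroid plexus markers. The Log2FC of *Negr1* was -0.27 without control 2 and -0.44 without control 3, so the size of the difference depends on these mice. *Trank1* (ENSMUSG00000062296), on the plus strand of chromosome 9 from 111311739 to 111395775, had 208 ± 27.0 (SD, n = 3) in control mice and 281 ± 63.4 (SD, n = 3) in *AP1AR-DT*_*OE*_ mice. The groups overlapped, since control 1 reached 232 and *AP1AR-DT*_*OE*_ library B 231. Its Log2FC was 0.43 with a standard error of 0.177, with *P* = 0.0431 by edgeR's test and *P* = 0.2 by an exact permutation test. After correction for GC content its Log2FC was 0.38, and edgeR's *P* was no longer under 0.05. The adjusted *P* was 0.322 over all genes, with a range from 0.169 to 0.651 over the same fits. From the roles of both genes in neurons and their reported links to mood disorders, the paper proposes that they may explain in part the behaviors or the synaptic deficits of *AP1AR-DT*_*OE*_ mice.

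**Figure D4:**
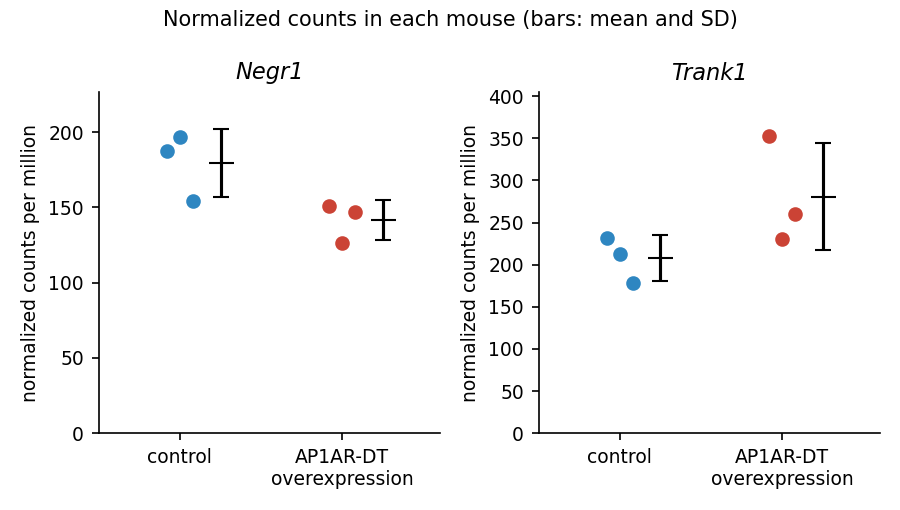
Normalized CPM of *Negr1* and *Trank1* in each control and *AP1AR-DT*_*OE*_ mouse (points), with mean and SD beside them. *Negr1* lies between 154 and 197 in control mice and between 127 and 151 in *AP1AR-DT*_*OE*_ mice, while the *Trank1* values of the groups overlap.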

We then overexpressed *AP1AR-DT* via a recombinant lentiviral vector in human SK-N-SH neuroblastoma cells and performed RNA-seq analysis of *AP1AR-DT* overexpressed SK-N-SH cells (Log_2_FC = 6.630 and *P* = 4.11E–25) to verify the *AP1AR-DT*-induced DEGs. 

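In the mouse libraries, the Log2FC of *Negr1* stayed below 0 in each of the 21 fits compared here. GC correction with 1 mouse left out is not among these fits. In the fits compared, the Log2FC of *Negr1* moved as follows. It lay between -0.44 and -0.27 when 1 mouse was left out, and *P* was under 0.05 in 3 of these 6 fits. Among the other settings chosen in advance, *P* was under 0.05 in 7 of 8. Its Log2FC was -0.33 with DESeq2 and -0.30 after correction for transcript length. Correction for the GC content of the longest transcript, 43.0% in *Negr1*, was the exception, with a Log2FC of -0.15. This correction also takes up any effect of the condition that goes with GC content. With the mean GC content of all its transcripts, 47.9%, a setting chosen after seeing the data, the corrected Log2FC was -0.27, and *P* was again not under 0.05. The authors' deposited table gives *Negr1* an adjusted *P* of 0.198 from DESeq2.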

We observed that out of the above 17 genes, only *NEGR1* displays a significant reduction in the *AP1AR-DT*_*OE*_ SK-N-SH cell lines (Log_2_FC = -5.82 and *P* = 0.026; Fig. 4A), consistent with the observations from *AP1AR-DT*_*OE*_ mouse (Log_2_FC = -0.332 and *P* = 0.022) and the bipolar disorder cerebral organoid RNA-seq dataset (Log_2_FC = – 0.994 and *P* = 0.003). *NEGR1* also shows bipolar disorder-associated reductions in the PsychENCODE brain RNA-seq dataset at the transcript level (ENST00000434200, Log_2_FC = – 0.822 and *P* = 0.009). Furthermore, *AP1AR-DT*_*OE*_-induced downregulation of NEGR1 was also validated at the protein and mRNA levels in *AP1AR-DT*_*OE*_ mouse mPFC brain (Fig. 4B) and SK-N-SH cells (Fig. 4C) using Western blotting and qPCR assays. *NEGR1* (ENSG00000172260; chr1:71,395,943–72,282,539; GRCh38) encodes neuronal growth regulator 1, a synaptic adhesion molecule that has been implicated in human major depressive disorder in several studies [27, 37, 39, 40]. Negr1 deficiency also leads to an anxiety- and depression-like state in mice and is accompanied by reduced adult neurogenesis and excitatory synaptic function [27, 38], which is consistent with our observation in mice with gain of *AP1AR-DT*.

**Fig. 4:**
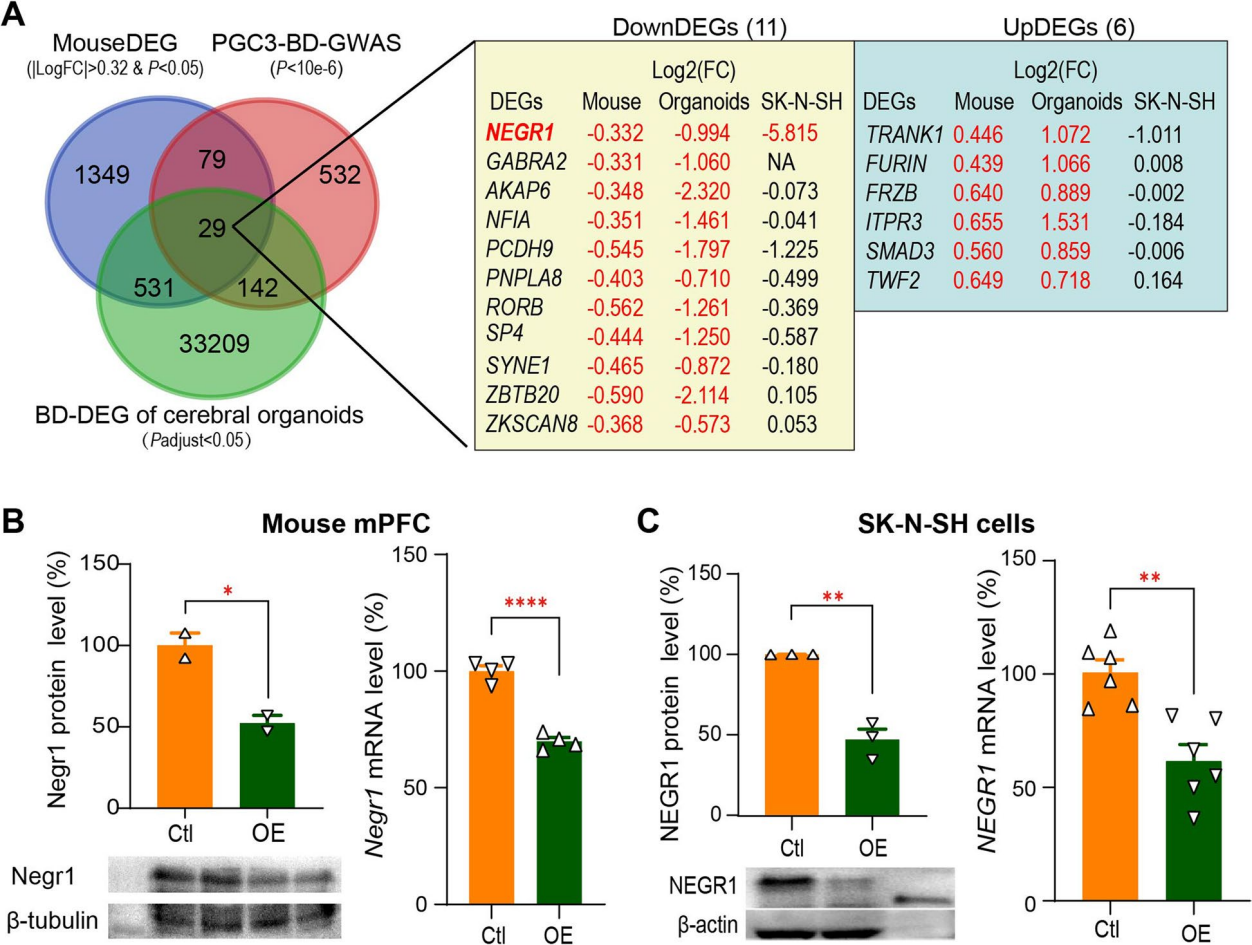
Targets of *AP1AR-DT* identification in vivo*. ***A** Eleven downregulated (DownDEGs) and six upregulated (UpDEGs) potential targets of *AP1AR-DT* were identified by overlapping the *AP1AR-DT*_*OE*_-induced mouse DEGs, bipolar disorder-associated DEGs from human iPSC-induced cerebral organoids, and bipolar disorder-associated genes identified in the PGC3-GWAS. Log2(FC) are shown for each gene from *AP1AR-DT*_*OE*_ mouse, bipolar disorder-associated DEGs from human iPSC-induced cerebral organoids and *AP1AR-DT*_*OE*_ SK-N-SH cells, with red font denoting DEG with *P* < 0.05. **B**, **C** The protein (left) and RNA (right) levels of *Negr1* in mPFC of *AP1AR-DT*_*OE*_ mouse (**B**) and in *AP1AR-DT*_*OE*_ SK-N-SH cell lines (**C**). All data represent the means ± SEMs. A two-tailed t-test (*P < 0.05, **P < 0.01, ****P < 0.0001) was used for comparisons between the two indicated groups

LncRNAs can inhibit gene transcription by binding to DNA, and forming RNA:DNA triplexes and preventing the binding of transcription factors (TFs) to the promoter. We used LongTarget [41] to predict several potential binding sites of *AP1AR-DT* in the promoter regions of *NEGR1* (Fig. 5A). We then validated the downregulation of *NEGR1* promoter activity by *AP1AR-DT*_OE_ in HEK293T cells cotransfected with pCDH-*AP1AR-DT* and a pGL4.18 luciferase reporter vector driven by the *NEGR1* promoter (Fig. 5B). Next, we examined the binding activities of *AP1AR-DT* to the *NEGR1* promoter region using chromatin isolation by RNA purification (ChIRP) assay and observed that *AP1AR-DT* can bind to the upstream of the transcription start site spanning from 1149 ~ 1246 bp promoter region of *NEGR1*, as determined by qPCR analysis of the retrieved DNA from *AP1AR-DT*-ChIRP (Fig. 5C). We further used ENCODE TF chromatin immunoprecipitation (ChIP)-seq data to screen for potential TFs that bind to the *NEGR1* promoter region and observed that nuclear respiratory factor 1 (NRF1, ENSG00000106459; chr7: 129,611,720–129,757,082; GRCh38) exhibited significant binding peaks within this region overlapping with the *AP1AR-DT* binding site based on ChIP-seq of the SK-N-SH cell line (Fig. 5A). In addition, NRF1-binding motifs (CAGCGCGCCTGCGTG, GCGCGTGCACA) were also predicted in the *NEGR1* promoter region overlapping with the *AP1AR-DT* binding region by JASPAR online software [42] (Additional file 2: Fig. S3). NRF1 functions as a transcriptional activator and has been reported to be involved in the regulation of neurite outgrowth [43, 44]. We then verified that NRF1 could enhance the *NEGR1* promoter activity, which was suppressed by the *AP1AR-DT*_*OE*_, in HEK293T cells cotransfected with pCDH-*AP1AR-DT* or pcDNA3.1-NRF1 and a pGL4.18 luciferase reporter vector driven by the *NEGR1* promoter (Fig. 5B). We also verified that NRF1 overexpression significantly increased endogenous *NEGR1* mRNA (Fig. 5D) and protein (Fig. 5E) levels, which was inhibited by the *AP1AR-DT*_*OE*_ in SK-N-SH cells. Finally, we verified that NRF1 exhibited binding activity to the *NEGR1* promoter region, which was significantly reduced by the *AP1AR-DT*_*OE*_ in SK-N-SH cells, as determined by qPCR analysis of DNA retrieved from the NRF1-ChIP assay (Fig. 5F). Collectively, these results suggest that *AP1AR-DT* reduces NEGR1 expression by competing for the transcriptional activator NRF1 in the overlapping binding site of the *NEGR1* promoter region.

**Fig. 5:**
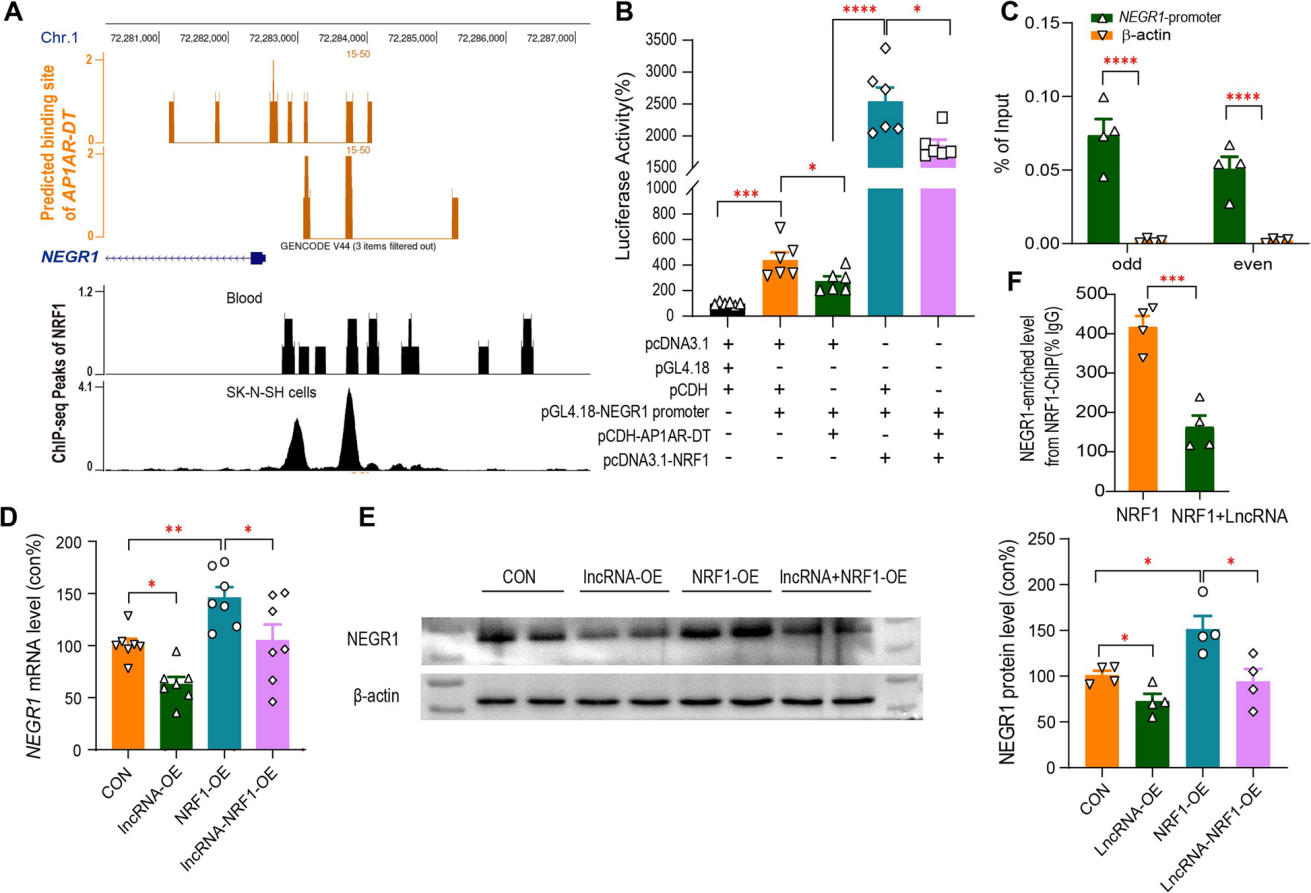
Repression of NEGR1 by *AP1AR-DT* through competing binding to the *NEGR1* promoter with NRF1. **A** The putative binding regions of *AP1AR-DT* in the *NEGR1* upstream region were predicted using LongTarget (top, orange), and the binding peaks of NRF1 in the *NEGR1* upstream region were obtained from anti-NRF1 ChIP-seq analysis of blood and SK-N-SH cell samples (bottom, black). **B** The effects of *AP1AR-DT* and NRF1 on the *NEGR1* promoter activity were examined by co-transfection of a dual-luciferase reporter containing the *NEGR1* promoter region (from − 1149 to − 1246) in the pGL4.18 vector with the pCDH vector containing *AP1AR-DT* or the pcDNA3.1 vector containing NRF1 coding region in HEK293T cells. **C** ChIRP assay of the interaction of *NEGR1* with *AP1AR-DT* in the *AP1AR-DT*_*OE*_ HEK293T cells. The retrieved *NEGR1* DNA from the *AP1AR-DT* ChIRP analysis was quantified by qPCR and is expressed as the percentage of input in columns. The β-actin (orange) served as a negative control. Green: odd-numbered probes (#1, 3, 5); green: even-numbered probes (#2, 4, 6). **D**, **E** The effects of *AP1AR-DT* and NRF1 on the endogenous *NEGR1* RNA (**D**) and protein (**E**) levels in the SK-N-SH cell lines transfected with the pCDH-*AP1AR-DT* (lncRNA-OE) or/and pcDNA3.1-NRF1 (NRF1-OE) vectors. **F** ChIP-qPCR analysis of NRF1 enrichment at the *NEGR1* promoter in the SK-N-SH cells cotransfected with pcDNA3.1-NRF1 without (orange) or with (green) pCDH-*AP1AR-DT*. All data represent the means ± SEMs. A two-tailed *t*-test was used for comparisons between the two indicated groups (*P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001)

### Rescue of Negr1 expression in mice ameliorated AP1AR-DTOE induced behavioral and synaptic deficits

Since significantly reduced Negr1 RNA and protein levels were observed in the *AP1AR-DT*_*OE*_ mice, we next investigated whether rescue of Negr1 expression would reduce the behavioral and synaptic deficits associated with the gain of *AP1AR-DT* in mice. To do this end, we injected the rAAV carrying *Negr1* under the human synapsin I promoter into the mPFC regions of C57BL/6 *AP1AR-DT*_*OE*_ mice (*Negr1*-RE mice, RE), allowing restoration of *Negr1* expression in neurons (Fig. 6A). We first verified that the reduced Negr1 expression caused by *AP1AR-DT*_*OE*_ was restored in *Negr1*-RE mice (Fig. 6B–E). We then observed that the reduced spine density in *AP1AR-DT*_*OE*_ mice was ameliorated when Negr1 expression was rescued in mPFC neurons of *Negr1-*RE mice (Fig. 6F). We next examined whether the rescue of *Negr1* ameliorated the abnormal behaviors observed in *AP1AR-DT*_*OE*_ mice. We observed that *Negr1-*RE ameliorated depression-like behaviors in *AP1AR-DT*_*OE*_ mice, as evidenced by reduced immobility time in the TST and FST as compared to the *AP1AR-DT*_*OE*_ mice (Fig. 6G, H). In addition, *Negr1-*RE also improved anxiety-like behaviors, showing increased travel time in the central of the OFT chamber (Fig. 6 I)  but no difference in the total travel distance during the test session (30 min; Fig. 6J) and in times in the open arm of the EPM test (Fig. 6K), compared to the *AP1AR-DT*_*OE*_ mice. Finally, we investigated whether the synaptic function deficits in *AP1AR-DT*_*OE*_ mice could be ameliorated in *Negr1-*RE mice. We observed that *Negr1-*RE mice had similar frequencies of spontaneous excitatory postsynaptic currents (sEPSCs) to the control mice, both of which had higher frequencies of sEPSCs than the *AP1AR-DT*_*OE*_ mice, and similar sEPSC amplitudes (Fig. 6L) and PPRs (Additional file 2: Fig. S4) to the control and *AP1AR-DT*_*OE*_ mice. Taken together, these results suggest that depressive- and anxiety-like behaviors in *AP1AR-DT*_*OE*_ mice can be attenuated by normalizing the excitatory synaptic transmission of mPFC neurons through restoring of the Negr1 activity.

**Fig. 6:**
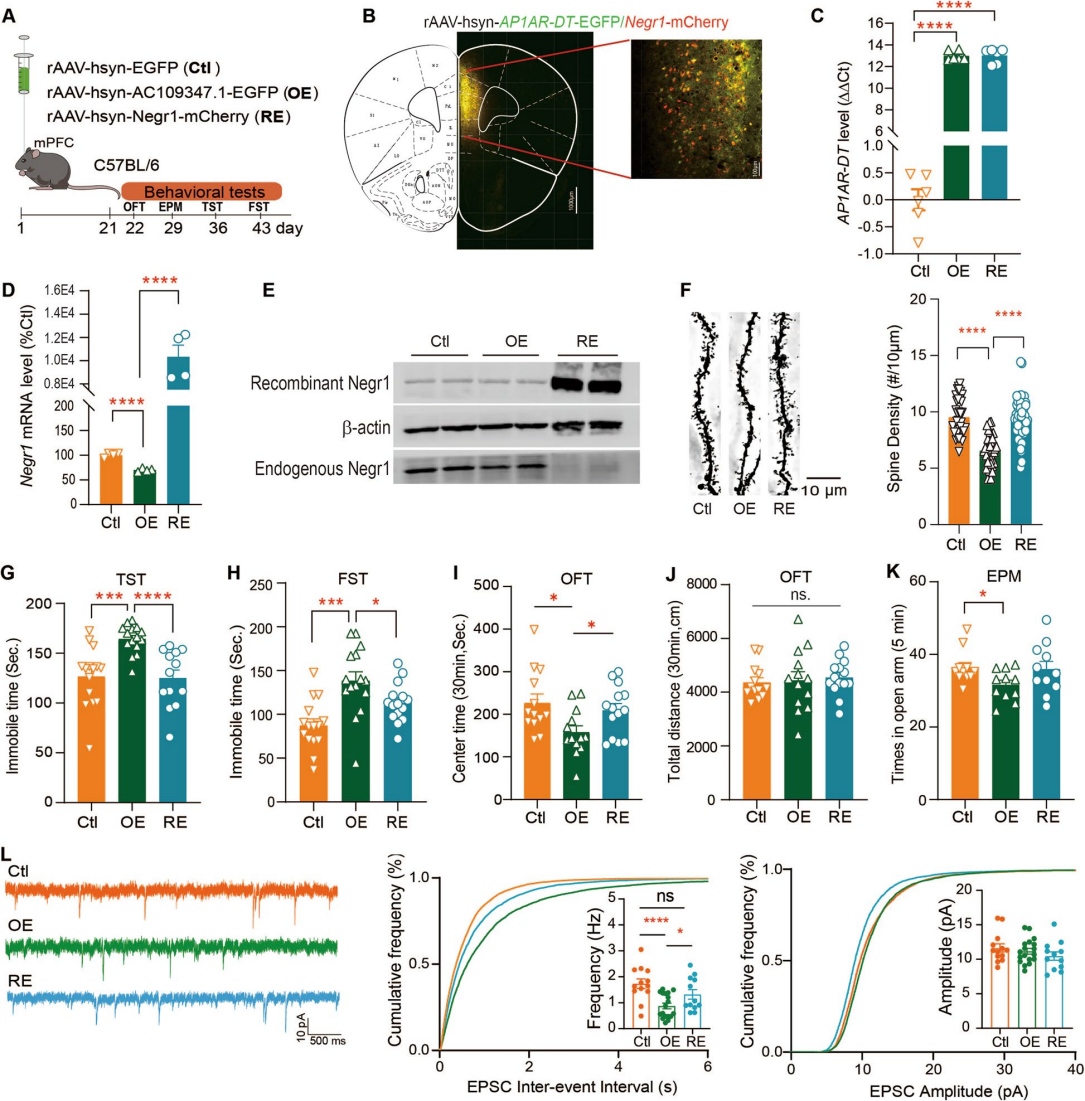
Rescue of *Negr1* expression ameliorates behavioral and synaptic deficits induced by the gain of *AP1AR-DT* in mice. **A**–**E** rAAVs carrying lncRNA-*AP1AR-DT* (OE), *Negr1*(for rescue of *Negr1* expression, *RE*), or empty rAAV vectors (Ctl) were cloned into the rAAV expression vector and injected into the mPFC regions of C57BL/6 wild-type mice (**A**), and their expression levels were examined by immunofluorescence analysis of brain slices (**B**) or by qRT-PCR analysis of *AP1AR-DT* (**C**) and the *Negr1* mRNA (**D**) levels and Western blotting analysis of Negr1 protein levels using an anti-mCherry antibody for recombinant Negr1 and an anti-Negr1 antibody for endogenous Negr1(**E**). The time line for each behavior test is also indicated. **F** The reduced spine densities in *AP1AR-DT OE* mice (OE) neurons were rescued in Negr1 rescued mice (RE). *n* = 35 neurons from Ctl mice, *n* = 36 neurons from OE mice, and *n* = 48 neurons from RE mice. **G**–**K** Rescue of *Negr1* expression in *AP1AR-DT OE* mice restored the immobile times of TST (*n* = 15 Ctl mice, *n* = 15 OE mice, and *n* = 13 RE mice, **G**) and FST (*n* = 15 Ctl mice, *n* = 15 OE mice, and *n* = 15 RE mice, **H**), time spent in the central area of the OFT (*n* = 13 Ctl mice, *n* = 13 OE mice, and *n* = 14 RE mice, **I**–**J**), and time spent in the open arms of the EPM (*n* = 11 Ctl mice, *n* = 11 OE mice, and *n* = 11 RE mice, **K**). **L** Rescue of *Negr1* expression in *AP1AR-DT OE* mice ameliorates the impaired sEPSCs induced by *AP1AR-DT*_*OE*_*.* Representative recording traces and cumulative probability plots of sEPSCs showing that the decreased sEPSC frequency in *AP1AR-DT*_*OE*_ mice (OE) was increased when the Negr1 expression was restored (RE) in mPFC neurons. *n* = 13 cells from four Ctl mice, *n* = 18 cells from three OE mice, and *n* = 12 cells from three RE mice. All data represent the means ± SEMs. A two-tailed *t*-test was used for comparisons between the two indicated groups (*P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. ns, nonsignificant)

## Discussion

Bipolar disorder is a complex polygenic disorder that is characterized by a combination of periodic episodes of mania and depression. LncRNAs exert their regulatory function by interacting with DNA, RNA, or proteins of numerous targets via a structural domain formed by complementary base pairing and transcript folding. Altered lncRNA profiles have been implicated in bipolar disorder [25, 32, 34]. However, the functional contribution of molecular networks and interactions among many targets of implicated lncRNAs to the pathogenesis of bipolar disorder remains largely unknown. In this study, we employed a twin design to identify DE-lncRNAs associated with disease susceptibility in MZ twins. Because phenotypically discordant MZ twins share a common genetic background, profiling of MZ twins to control for similar genetic backgrounds increases the power of this study of phenotypic variation through changes in epigenetic profiles. We then employed several robust methodologies to interpret the findings in patients with bipolar disorder in an animal model of the disease. This revealed the epigenetic mechanism by which the gain of bipolar disorder-associated upregulated *AP1AR-DT* in mice induces depressive and anxiety-like behaviors by reducing Negr1-mediated excitatory synaptic transmission, providing an etiological implication for bipolar disorder.

In this study, RNA-seq analysis of peripheral blood from five pairs of BDC twins revealed 155 bipolar disorder-associated DE-lncRNAs. Furthermore, 27 lncRNAs remained consistently altered in bipolar disorder after four HCC twin pairs were included to control for the non-psychiatric trait differences between MZ twins. This approach was also used in our recent studies [26, 45]. Notably, results from an independent post-mortem brain RNA-seq dataset from PsychENCODE [25] demonstrated that four out of 27 lncRNAs associated with bipolar disorder were consistently altered in bipolar disorder. This finding supports that a study of epigenetic profiles in a small number of MZ twins can successfully identify epigenetic variations associated with complex traits. Among the four bipolar disorder-associated DE-lncRNAs identified in MZ twins, *AP1AR-DT* exhibits a consistent bipolar disorder-associated increase in both blood and in postmortem brain tissue (FDR = 0.045) in a previous publication [25]. Furthermore, *AP1AR-DT* is located within the subthreshold GWAS regions and in close proximity to significant GWAS regions associated with bipolar disorder in the PGC3 bipolar disorder GWAS [32]. Furthermore, our findings demonstrated that overexpression of *AP1AR-DT* in the mouse mPFC induces depression and anxiety-like behaviors. This is further supported by the functional annotation of *AP1AR-DT* OE-induced mouse DEGs in abnormal affect and anxiety-related behaviors as well as chemical synaptic transmission and neuronal projection development. Subsequently, we demonstrated that *AP1AR-DT*_*OE*_ mice exhibited a reduction in both the total spine density of mPFC neurons and the sEPSC frequency of mPFC pyramidal neurons. This suggests that *AP1AR-DT* plays an important role in maintaining proper synaptic function, which is involved in the pathogenesis of bipolar disorder.

We have delineated the epigenetic mechanism by which the gain of *AP1AR-DT* in mice induces depression and anxiety-like behaviors by reducing Negr1-mediated excitatory synaptic transmission. Changes in dendritic structure and synaptic organization are associated with thousands of proteins and are ultimately responsible for learning, memory, cognition, and other brain functions that are also implicated in bipolar disorder. Therefore, it is critical to identify the gene networks that modulate dendritic structure, synaptic transmission, and neuronal development. Our findings indicated that *AP1AR-DT*_*OE*_-induced mouse DEGs are involved in a multiple of pathways that regulate synaptic plasticity and excitability. Enrichment analysis of *AP1AR-DT*_*OE*_-induced DEGs in both mice and SK-N-SH cells and bipolar disorder-associated genes revealed that neuronal growth regulator 1 (Negr1), a synaptic adhesion molecule, is a potential target of *AP1AR-DT*. Furthermore, its downregulation by *AP1AR-DT*_*OE*_ was verified in mouse brain and SK-N-SH cells. *NEGR1* plays a role in axon extension, synaptic plasticity, and synapse formation, which are key processes for neuronal function [46, 47]. *NEGR1* has been reported to be associated with major depressive disorder in several GWAS [37, 39, 40, 48] and to be downregulated in the CA1 and dentate gyrus (DG) regions in major depressive disorder [40]. More recently, Negr1-deficient mice exhibited both anxiety- and depressive-behaviors as well as a reduction in miniature EPSC frequency in DG granule cells [38, 47]. Notably, these phenotypes were all recapitulated in the *AP1AR-DT*_*OE*_ mice in our study. Moreover, the overexpression of recombinant Negr1 in *AP1AR-DT*_*OE*_ mice resulted in the amelioration of anxiety- and depressive-like behaviors as well as the normalization of the reduced excitatory synaptic transmission induced by the gain of *AP1AR-DT*. Furthermore, we demonstrated that the downregulation of *NEGR1* by *AP1AR-DT* prevents the binding of the transcriptional activator NRF1 to the *NEGR1* promoter. Nuclear respiratory factor 1 (NRF1), a redox-sensitive positive regulator of transcription, has been reported to functionally regulate critical NMDA receptor subunit genes in response to changes in neuronal activity [49]. In addition, transcriptomic analysis of *AP1AR-DT*_*OE*_ mouse mPFC revealed that 902 out of 2415 mouse DEGs displayed bipolar disorder-associated expression changes (*P* < 0.05) in the PsychENCODE brain RNA-seq dataset [25] or in the cerebral organoid RNA-seq dataset [34], including *TRANK1, FURIN*, *GABRA2*, and *SYNE1,* which are involved in modulating chemical synaptic transmission, trans-synaptic signaling, and synaptic signaling pathways. 

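*Furin* (ENSMUSG00000030530), which encodes a protease that processes other proteins, lies on the minus strand of chromosome 7 of GRCm38 from 80388585 to 80405436. It rose from 28.9 ± 2.24 (SD, n = 3) normalized CPM in control mice to 38.9 ± 1.32 (SD, n = 3) in *AP1AR-DT*_*OE*_ mice, with no overlap between groups. Its Log2FC was 0.43 with a standard error of 0.101, with *P* = 0.00365 by edgeR's quasi-likelihood test and *P* = 0.1 by an exact permutation test. After correction for the GC content of the longest transcript it was 0.27, with edgeR's *P* still under 0.05. With the mean GC content over its transcripts, chosen after seeing the data, it was 0.21, and edgeR's *P* was no longer under 0.05. *Gabra2* (ENSMUSG00000000560), a GABA receptor subunit gene on the minus strand of chromosome 5 from 70957597 to 71095849, fell from 41.4 ± 0.689 (SD, n = 3) to 32.7 ± 3.00 (SD, n = 3), also without overlap. Its Log2FC was -0.34 with a standard error of 0.103, with *P* = 0.0128 by edgeR's test and *P* = 0.1 by the exact permutation test. After correction for the GC content of the longest transcript it was -0.033, and with the mean over transcripts it was 0.0078. In neither was edgeR's *P* under 0.05. *Syne1* (ENSMUSG00000096054), which encodes the nuclear envelope protein nesprin-1, lies on the minus strand of chromosome 10 from 5020917 to 5551482. It fell from 197 ± 13.0 (SD, n = 3) to 142 ± 21.7 (SD, n = 3) without overlap. Its Log2FC was -0.47 with a standard error of 0.129, with *P* = 0.00782 by edgeR's test and *P* = 0.1 by the exact permutation test. It was -0.51 after correction for the GC content of the longest transcript and -0.36 with the mean over transcripts. After correction for transcript length it was -0.29. In each of these fits edgeR's *P* was under 0.05. None of these 3 genes passed Benjamini-Hochberg adjustment over all genes tested, each with an adjusted *P* of 0.295 from edgeR's test. Over all 21 fits the adjusted *P* ranged from 0.065 to 0.651 for *Furin*, from 0.180 to 0.982 for *Gabra2* and from 0.0726 to 0.651 for *Syne1*.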

Collectively, these findings provide insight into the regulatory roles of *AP1AR-DT* in gene expression associated with synaptic dysfunction. This knowledge may inform the development of promising interventions for bipolar disorder.

Although overexpression of *AP1AR-DT* in mouse mPFC neurons using the AAV system has been demonstrated to induce anxiety and depressive-like phenotypes, a conditional genetic modulation model that allows for the conditionally overexpression of *AP1AR-DT* in specific neuron types may be a more optimal choice for future studies. Given that the *AP1AR-DT* upregulation associated with bipolar disorder was identified in our study and also verified in postmortem brain tissue in another independent study, further studies are required to establish the links between dysregulated *AP1AR-DT* in the peripheral system and modulation of excitatory synaptic transmission in a rodent mouse model. It is notable that *TRANK1*, one of the most robust bipolar disorder risk genes [4, 35, 50, 51], showed significant upregulation in *AP1AR-DT*_*OE*_ mouse brain and in bipolar disorder cerebral organoids. Recent reports have implicated microbiota-gut-brain regulation in the neuropathogenesis of bipolar depression by modulating TRANK1 expression [36], suggesting that Trank1 may be another potential target for future study to examine the functional links between the dysregulated *AP1AR-DT* identified in the peripheral system and the neuropathogenesis of bipolar disorder. Further studies are required to confirm the role of *AP1AR-DT* in the pathophysiology of bipolar disorder, particularly in a mania-like phenotype, as this is another prevalent symptom of the disorder. It would also be beneficial to validate the functions of other DE-lncRNAs identified in this study.

## Conclusions

We employed BDC MZ twins to screen for DE-lncRNAs associated with susceptibility to bipolar disorder in MZ twins. Our findings illustrate an epigenetic mechanism by which the gain of bipolar disorder-associated upregulated *AP1AR-DT* in mice induces depressive and anxiety-like behaviors by reducing Negr1-mediated excitatory synaptic transmission. The epigenetic and pathophysiological mechanism linking *AP1AR-DT* to the modulation of excitatory synaptic function provides etiological implications for bipolar disorder.

## Supplementary Information

Additional file 1: Tables S1-S3. Table S1- [Summary of RNA-seq data for each twin pair]. Table S2- [27 DE-lncRNAs identified from twins]. Table S3- [Primers and probes employed in this study].

Additional file 2: Figs. S1-S4. Fig S1- [The information of *AP1AR-DT*]. Fig S2- [Behavioral results of *AP1AR-DT* overexpression in the three-chamber test, Barnes maze test and sucrose preference test]. Fig S3- [The location of binding sequence of *AP1AR-DT* to *NEGR1* promoter region and every primer sequence on promoter region]. Fig S4- [Representative traces of pair-pulse stimulation responses and pair-pulse ratios plotted against interstimulus intervals].

Additional file 3. Original images for Figs. 4B, 4C, 5E and 6E.

## Data Availability

All the data generated in this study were shown in the main text and supplementary material. RNA sequencing data from AP1AR-DT_OE_ SK-N-SH cells (GSE272752) and AP1AR-DT_OE_ mice mPFC (GSE272753) have been deposited to the NCBI GEO site. Additional information is also available upon reasonable request to the corresponding authors.

## Abbreviations

MZ: Monozygotic
mPFC: Medial prefrontal cortex
GWAS: Genome-wide association studies
lncRNA: Long non-coding RNA
TDP-43: TAR DNA-binding protein-43
DLPFC: Dorsolateral prefrontal cortex
BDC: Bipolar disorder discordant
HCC: Healthy concordant control
FPKM: Per kilobase of transcript per million mapped reads
FC: Fold change
DE: Differentially expressed
DEGs: Differentially expressed genes
GO: Gene Ontology
HEK: Human embryonic kidney
pCDH: TK-pCDH-copGRP-T2A-Puro
rAAV: Recombinant adeno-associated virus
OFT: Open-field test
TCT: Three-chamber test
EPM: Elevated plus maze
TST: Tail suspension test
FST: Forced swim test
ChIRP: Chromatin isolation by RNA purification
ChIP: Chromatin immunoprecipitation
sEPSC: Spontaneous excitatory postsynaptic currents
NEGR1: Neuronal growth regulator 1

# Supplementary material for: Gain of bipolar disorder-related lncRNA AP1AR-DT in mice induces depressive and anxiety-like behaviors by reducing Negr1-mediated excitatory synaptic transmission
**Source:** BMC Med. 2024 Nov 18;22:543. doi: 10.1186/s12916-024-03725-0
**Supplement:** Supplementary file 1 — Additional file 1: Tables S1-S3. Table S1- [Summary of RNA-seq data for each twin pair]. Table S2- [27 DE-lncRNAs identified from twins]. Table S3- [Primers and probes employed in this study].

| **Table S1 Summary of RNA-seq data for each twin pair** | | | | | |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **Sample** | **Diagnosis** | **Gender** | **Old (years)** | **Total number of reads** | **Mapped reads** | **Unique mapped reads** | **Percentage of mapped reads in total reads** | **Percentage of unique mapped reads in mapped reads** |
| **PDC twins** | **BDC1a** | **Biplolar disorders (BPD)** | Male | 44 | 99362902 | 94124718 | 86365232 | 94.73% | 91.76% |
|  | **BDC1u** | **Healthy** |  |  | 102308798 | 95012788 | 86809882 | 92.87% | 91.37% |
|  | **BDC2a** | **Biplolar disorders (BPD)** | Male | 17 | 190029316 | 169683648 | 151597650 | 89.29% | 89.34% |
|  | **BDC2u** | **Healthy** |  |  | 140166150 | 124640308 | 111150112 | 88.92% | 89.18% |
|  | **BDC3a** | **Biplolar disorders (BPD)** | Male | 18 | 103077580 | 98431034 | 80515990 | 95.49% | 81.80% |
|  | **BDC3u** | **Healthy** |  |  | 104432628 | 99891774 | 79301332 | 95.65% | 79.39% |
|  | **BDC4a** | **Biplolar disorders (BPD)** | Male | 22 | 102561710 | 96997274 | 81560042 | 94.57% | 84.08% |
|  | **BDC4u** | **Healthy** |  |  | 105732952 | 99783224 | 87625596 | 94.37% | 87.82% |
|  | **BDC5a** | **Biplolar disorders (BPD)** | Female | 18 | 140995872 | 133143124 | 104997366 | 94.43% | 78.86% |
|  | **BDC5u** | **Healthy** |  |  | 98389832 | 92058940 | 73807250 | 93.57% | 80.17% |
| **HCC twins** | **HCC1a** | **Healthy control (HCC)** | Female | 21 | 182054370 | 150172400 | 138238948 | 82.49% | 75.93% |
|  | **HCC1b** | **Healthy control (HCC)** |  |  | 165497252 | 136238930 | 124205616 | 82.32% | 75.05% |
|  | **HCC2a** | **Healthy control (HCC)** | Male | 26 | 132186612 | 108824428 | 101783752 | 82.33% | 77.00% |
|  | **HCC2b** | **Healthy control (HCC)** |  |  | 158811382 | 126231062 | 117150848 | 79.48% | 73.77% |
|  | **HCC3a** | **Healthy control (HCC)** | Male | 23 | 137436792 | 115508998 | 108925640 | 84.05% | 79.26% |
|  | **HCC3b** | **Healthy control (HCC)** |  |  | 133513884 | 107835694 | 102062194 | 80.77% | 76.44% |
|  | **HCC4a** | **Healthy control (HCC)** | Female | 25 | 96093112 | 80982354 | 75490862 | 84.27% | 78.56% |
|  | **HCC4b** | **Healthy control (HCC)** |  |  | 97347970 | 88207578 | 81354790 | 90.61% | 83.57% |

**Table S2 27 DE-lncRNAs identified from twins**

| **Basic Information** | | | **case vs con (5BDC,5vs5)** | | | **case vs con (5BDC+4HCC, 5vs13)** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **ID** | **SYMBOL** | **Type** | **edgeR.logFC** | **edgeR.p.value** | **edgeR.adj.p.value** | **edgeR.logFC** | **edgeR.p.value** | **edgeR.adj.p.value** |
| ENSG00000261534 | AL596244.1 | lncRNA | -1.19494567 | 0.029686297 | 1 | -1.53216736 | 0.019052923 | 0.997363651 |
| ENSG00000227544 | AC018647.1 | lncRNA | -1.28612305 | 0.038484974 | 1 | -1.745056315 | 0.023257674 | 0.997363651 |
| ENSG00000261286 | ATP2C2-AS1 | lncRNA | 1.233657436 | 0.008570463 | 1 | 1.305874689 | 0.049251833 | 0.997363651 |
| ENSG00000260526 | AP1AR-DT | lncRNA | 0.939918171 | 0.011253501 | 1 | 0.832909939 | 0.049407303 | 0.997363651 |
| ENSG00000235321 | AC007556.1 | lncRNA | 1.18580308 | 0.0044498 | 1 | 1.82158723 | 0.004154362 | 0.997363651 |
| ENSG00000230470 | AL078645.1 | lncRNA | -0.89088737 | 0.035201873 | 1 | -1.160835244 | 0.01150613 | 0.997363651 |
| ENSG00000180846 | CSNK1G2-AS1 | lncRNA | -0.62152689 | 0.009857755 | 1 | -0.74067504 | 0.014104688 | 0.997363651 |
| ENSG00000226310 | AL022157.1 | lncRNA | 1.438796594 | 0.026984533 | 1 | 1.584206524 | 0.014239409 | 0.997363651 |
| ENSG00000267028 | TCF4-AS1 | lncRNA | 1.164696691 | 0.025777987 | 1 | 2.121410259 | 0.014447821 | 0.997363651 |
| ENSG00000249684 | AC106795.2 | lncRNA | -0.78308143 | 0.043072273 | 1 | -1.169819628 | 0.016602548 | 0.997363651 |
| ENSG00000223949 | ROR1-AS1 | lncRNA | -3.11778828 | 0.013380118 | 1 | -2.938349902 | 0.020056628 | 0.997363651 |
| ENSG00000231019 | LINC00373 | lncRNA | -2.21074142 | 0.032370022 | 1 | -2.628649453 | 0.021144214 | 0.997363651 |
| ENSG00000231057 | AC096637.2 | lncRNA | -2.64438986 | 0.018618603 | 1 | -3.322130412 | 0.021259424 | 0.997363651 |
| ENSG00000214145 | LINC00887 | lncRNA | -0.64372564 | 0.007100635 | 1 | -0.798109463 | 0.025163931 | 0.997363651 |
| ENSG00000259319 | AF111167.2 | lncRNA | 0.649802452 | 0.036341506 | 1 | 1.310209252 | 0.027721295 | 0.997363651 |
| ENSG00000233303 | XXYLT1-AS1 | lncRNA | -2.11777884 | 0.026156093 | 1 | -2.164110926 | 0.030209666 | 0.997363651 |
| ENSG00000258655 | ARHGAP5-AS1 | lncRNA | 1.427365683 | 0.03405032 | 1 | 1.906125909 | 0.030258511 | 0.997363651 |
| ENSG00000237011 | AL357793.2 | lncRNA | 0.722954419 | 0.03923393 | 1 | 1.10774831 | 0.031819692 | 0.997363651 |
| ENSG00000227297 | AL035541.1 | lncRNA | 1.339290985 | 0.029626474 | 1 | 2.314628041 | 0.032327324 | 0.997363651 |
| ENSG00000221953 | C1orf229 | lncRNA | -2.27371699 | 0.006170302 | 1 | -2.799053586 | 0.034080578 | 0.997363651 |
| ENSG00000239705 | AL354710.2 | lncRNA | 1.084168406 | 0.028709411 | 1 | 1.239994073 | 0.034998185 | 0.997363651 |
| ENSG00000264031 | ABHD15-AS1 | lncRNA | -1.52459762 | 0.000159705 | 0.714486369 | -1.169063358 | 0.036743561 | 0.997363651 |
| ENSG00000261449 | AC103724.3 | lncRNA | 0.839747101 | 0.032365606 | 1 | 1.161751267 | 0.037748617 | 0.997363651 |
| ENSG00000226842 | AL158834.1 | lncRNA | -1.08221343 | 0.035100403 | 1 | -0.975641754 | 0.042228327 | 0.997363651 |
| ENSG00000197210 | AP000550.1 | lncRNA | -1.58092827 | 0.044710057 | 1 | -1.599018025 | 0.045023965 | 0.997363651 |
| ENSG00000258875 | AL135818.1 | lncRNA | 0.675491816 | 0.015558705 | 1 | 0.605688985 | 0.045357649 | 0.997363651 |
| ENSG00000258424 | AL512791.1 | lncRNA | 0.590334096 | 0.015411518 | 1 | 0.661855974 | 0.04993195 | 0.997363651 |

**Table S3 Primers and probes employed in this study**

| **ChIP** |  |  |
| --- | --- | --- |
| CHIP-F | GCACGACACGCTCTCTATCA |  |
| CHIP-R | GCAGGACGCCCCTCTTTTAT |  |
|  |  |  |
| **qPCR** |  |  |
| AP1AR-DT-F | AGACGGTTCAATTCCTGCGT |  |
| AP1AR-DT-R | CTAAGCACACCGTGCAGAGA |  |
|  |  |  |
| NEGR1-F | TAAATCTGGCACCGTGACCC |  |
| NEGR1-R | GGGCTGTACTTGGAGGGTT |  |
|  |  |  |
| NRF1-F | GAATTGCCAACCACGGTCAC |  |
| NRF1-R | TGGTCATCTCACCTCCCTGT |  |
|  |  |  |
| Gapdh-F | AGGGCTGCTTTTAACTCTGGT |  |
| Gapdh-R | CCCCACTTGATTTTGGAGGGA |  |
|  |  |  |
| β-actin-F | GGGAAATCGTGCGTGACATT |  |
| β-actin-R | GGAGTTGAAGGTAGTTTCGTG |  |
|  |  |  |
| **Plasmid cloning** |  |  |
| pGL4.18-NEGR1-Promotor-F | CCGCTCGAGTTACATAACTGGACCGCCTGG |  |
| pGL4.18-NEGR1-Promotor-R | CCCAAGCTTGCCCGTATGGATTGCAGGAC |  |
|  |  |  |
| pCDNA3.1+NRF1-F | CTAGCTAGCATGGAGGAACACGGAGTGAC |  |
| pCDNA3.1+NRF1-R | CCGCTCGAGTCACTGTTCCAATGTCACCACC |  |
|  |  |  |
| pCDH-AP1AR-DT-F | CGGGAATTCCCTGGTTCAGCCGCCTCTGC |  |
| pCDH-AP1AR-DT-R | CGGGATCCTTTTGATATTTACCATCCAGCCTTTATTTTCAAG | |
|  |  |  |
| **ChIRP** |  |  |
| probe1 | GTCAAGTCTATAGCTGCATT |  |
| probe2 | TGTATTGCTTCTGAGGATCA |  |
| probe3 | CCGAAACTGCAATGAGAGAG |  |
| probe4 | ACAAAGTTCGAAGGCTGAGC |  |
| probe5 | TGGTGCGTTCAAAGTAACCT |  |
| probe6 | GATGTGTCCAGTCCATGAGA |  |

# Supplementary material for: Gain of bipolar disorder-related lncRNA AP1AR-DT in mice induces depressive and anxiety-like behaviors by reducing Negr1-mediated excitatory synaptic transmission
**Source:** BMC Med. 2024 Nov 18;22:543. doi: 10.1186/s12916-024-03725-0
**Supplement:** Supplementary file 2 — Additional file 2: Figs. S1-S4. Fig S1- [The information of AP1AR-DT]. Fig S2- [Behavioral results of AP1AR-DT overexpression in the three-chamber test, Barnes maze test and sucrose preference test]. Fig S3- [The location of binding sequence of AP1AR-DT to NEGR1 promoter region and every primer sequence on promoter region]. Fig S4- [Representative traces of pair-pulse stimulation responses and pair-pulse ratios plotted against interstimulus intervals].

**Supplementary Figures**

**
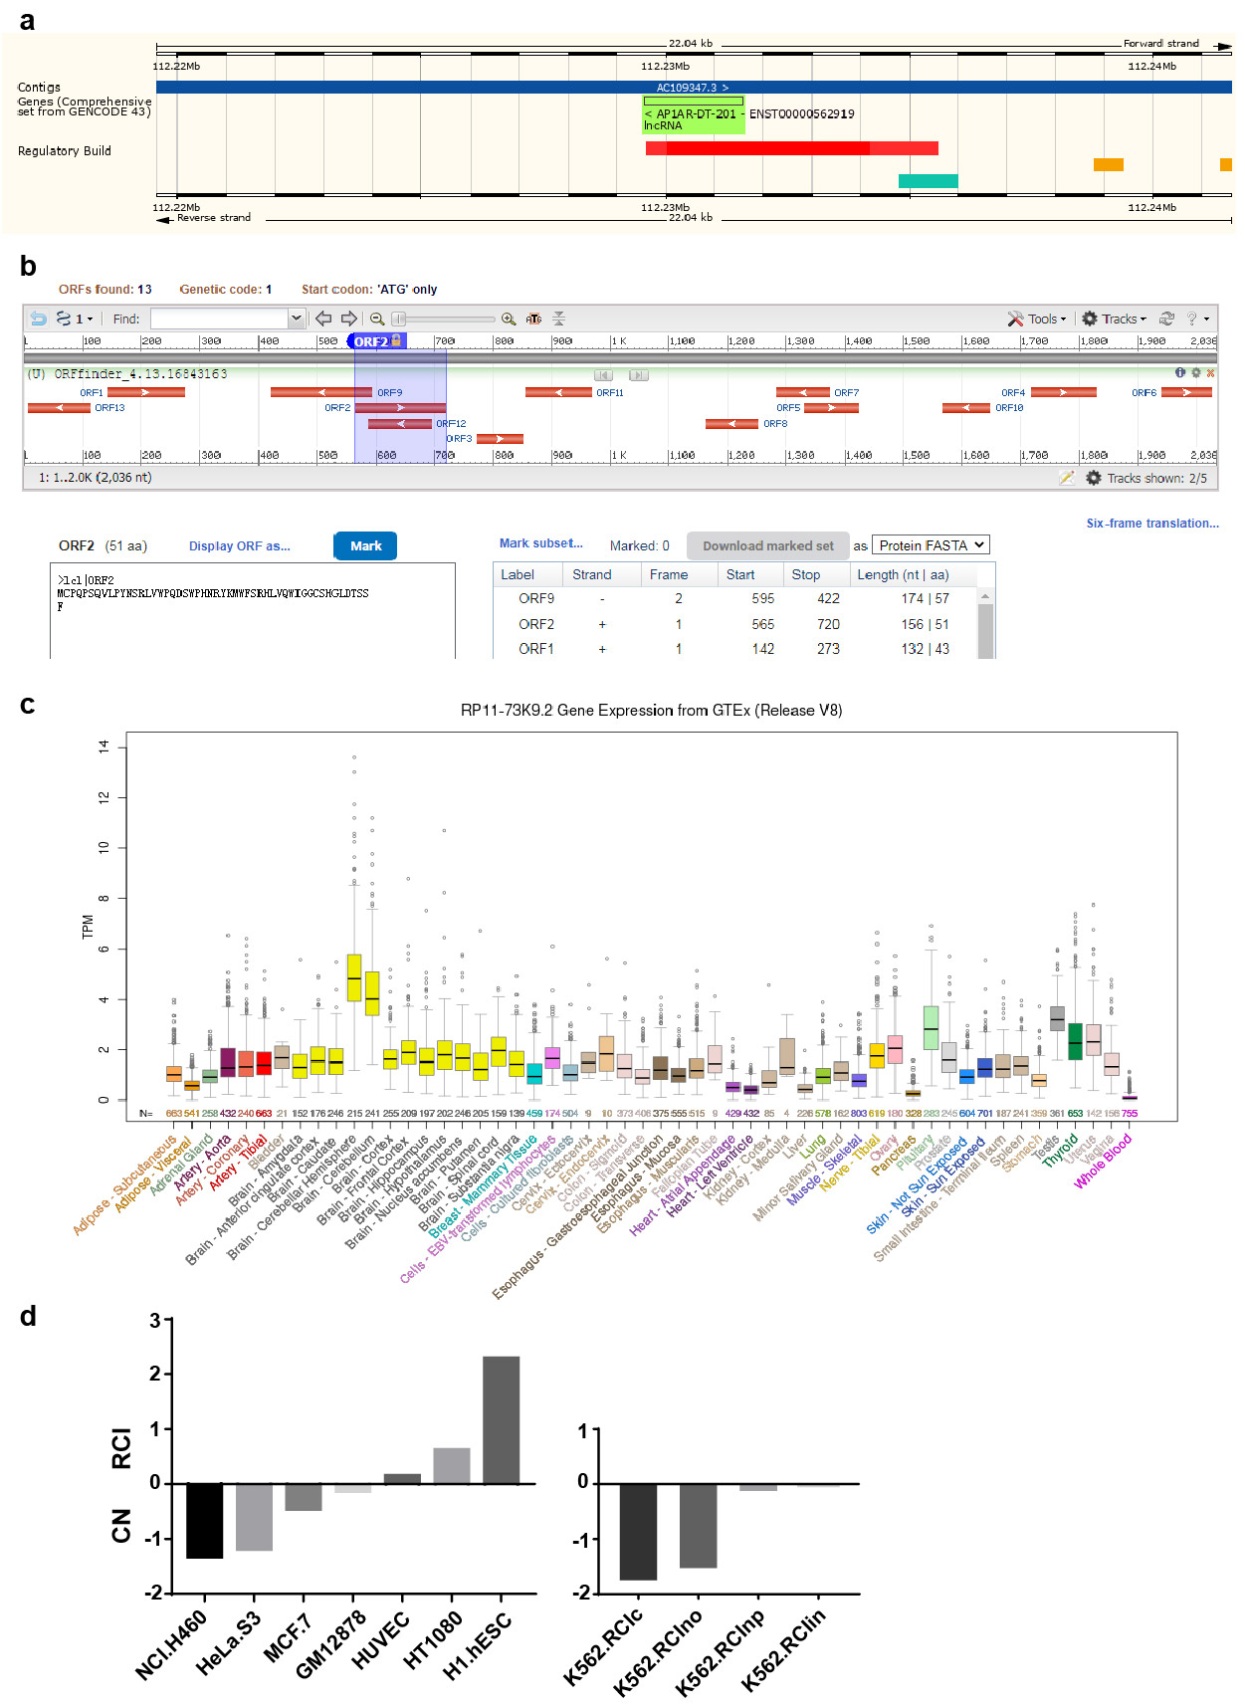
**

**Figure S1.** (**a**) Annotation of lncRNA *AP1AR-DT* shown in the Ensembl database. (**b**) *In-silico* coding potential analysis of *AP1AR-DR* with the open reading frame (ORF) prediction tool ORFfinder. (**c**) Tissue expression patterns of *AP1AR-DT* from GTEx (https://www.gtexportal.org/home/index.html) data sets. (**d**) The subcellular localization of *AP1AR-DT* was extraordinarily nuclear rather than cytoplasmic, as determined RNA-seq data from HUVECs from the lncATLAS dataset (<http://lncatlas.crg.eu>).

**
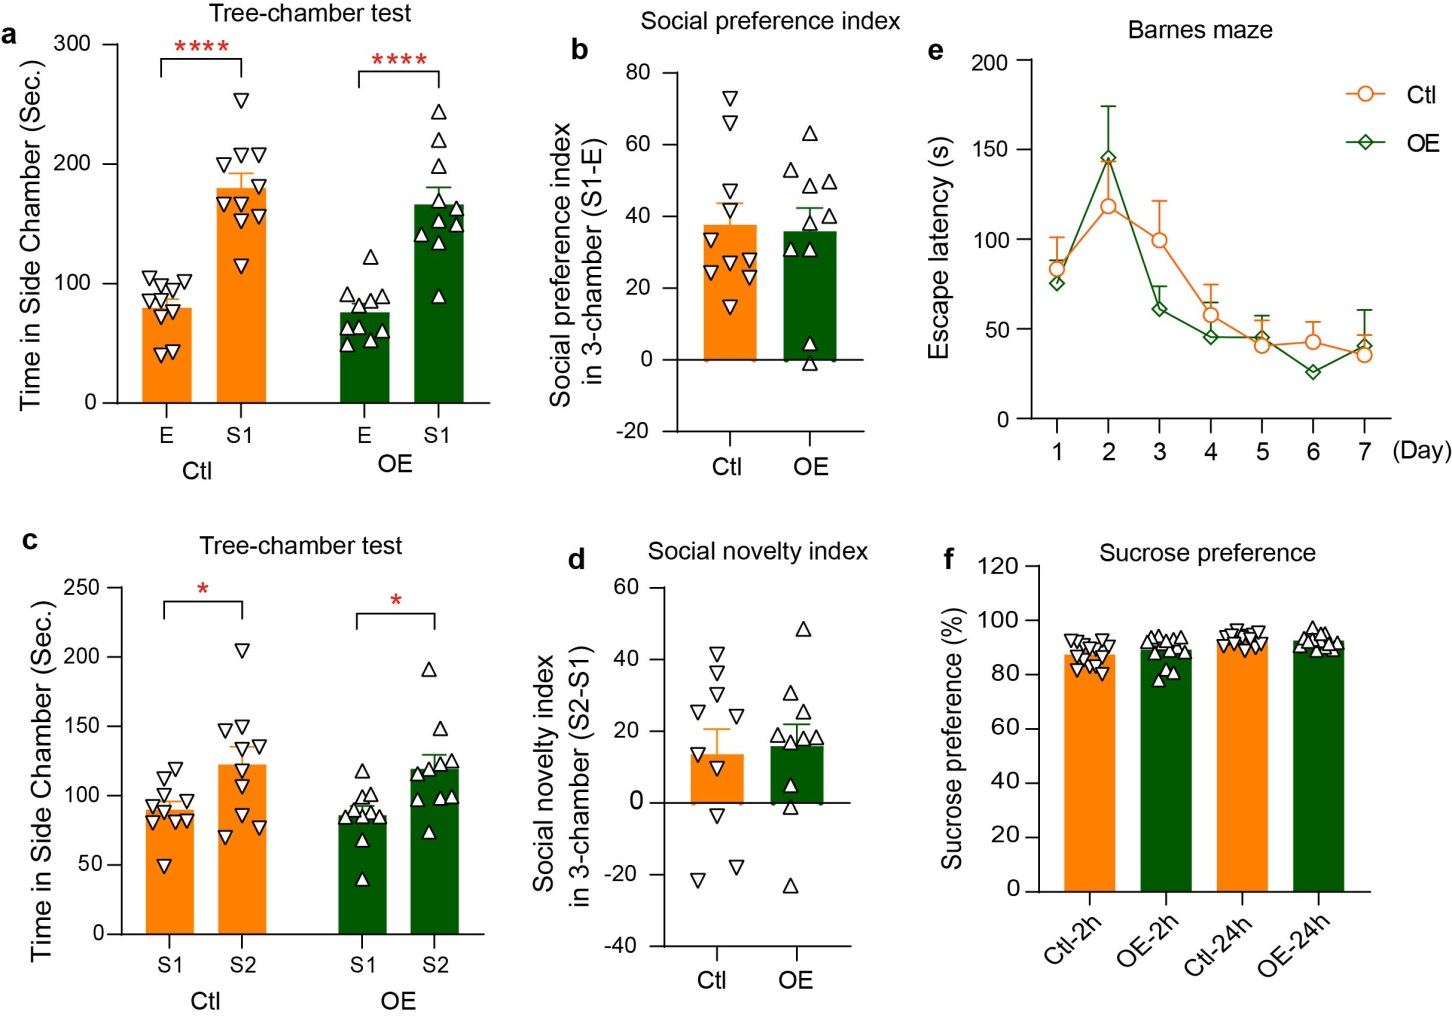
**

**Figure S2.** Behavioral results of *AP1AR-DT* overexpression in the three-chamber test **(a-d),** in the Barnes maze test (**e**) and in the sucrose preference test (**f**).

**
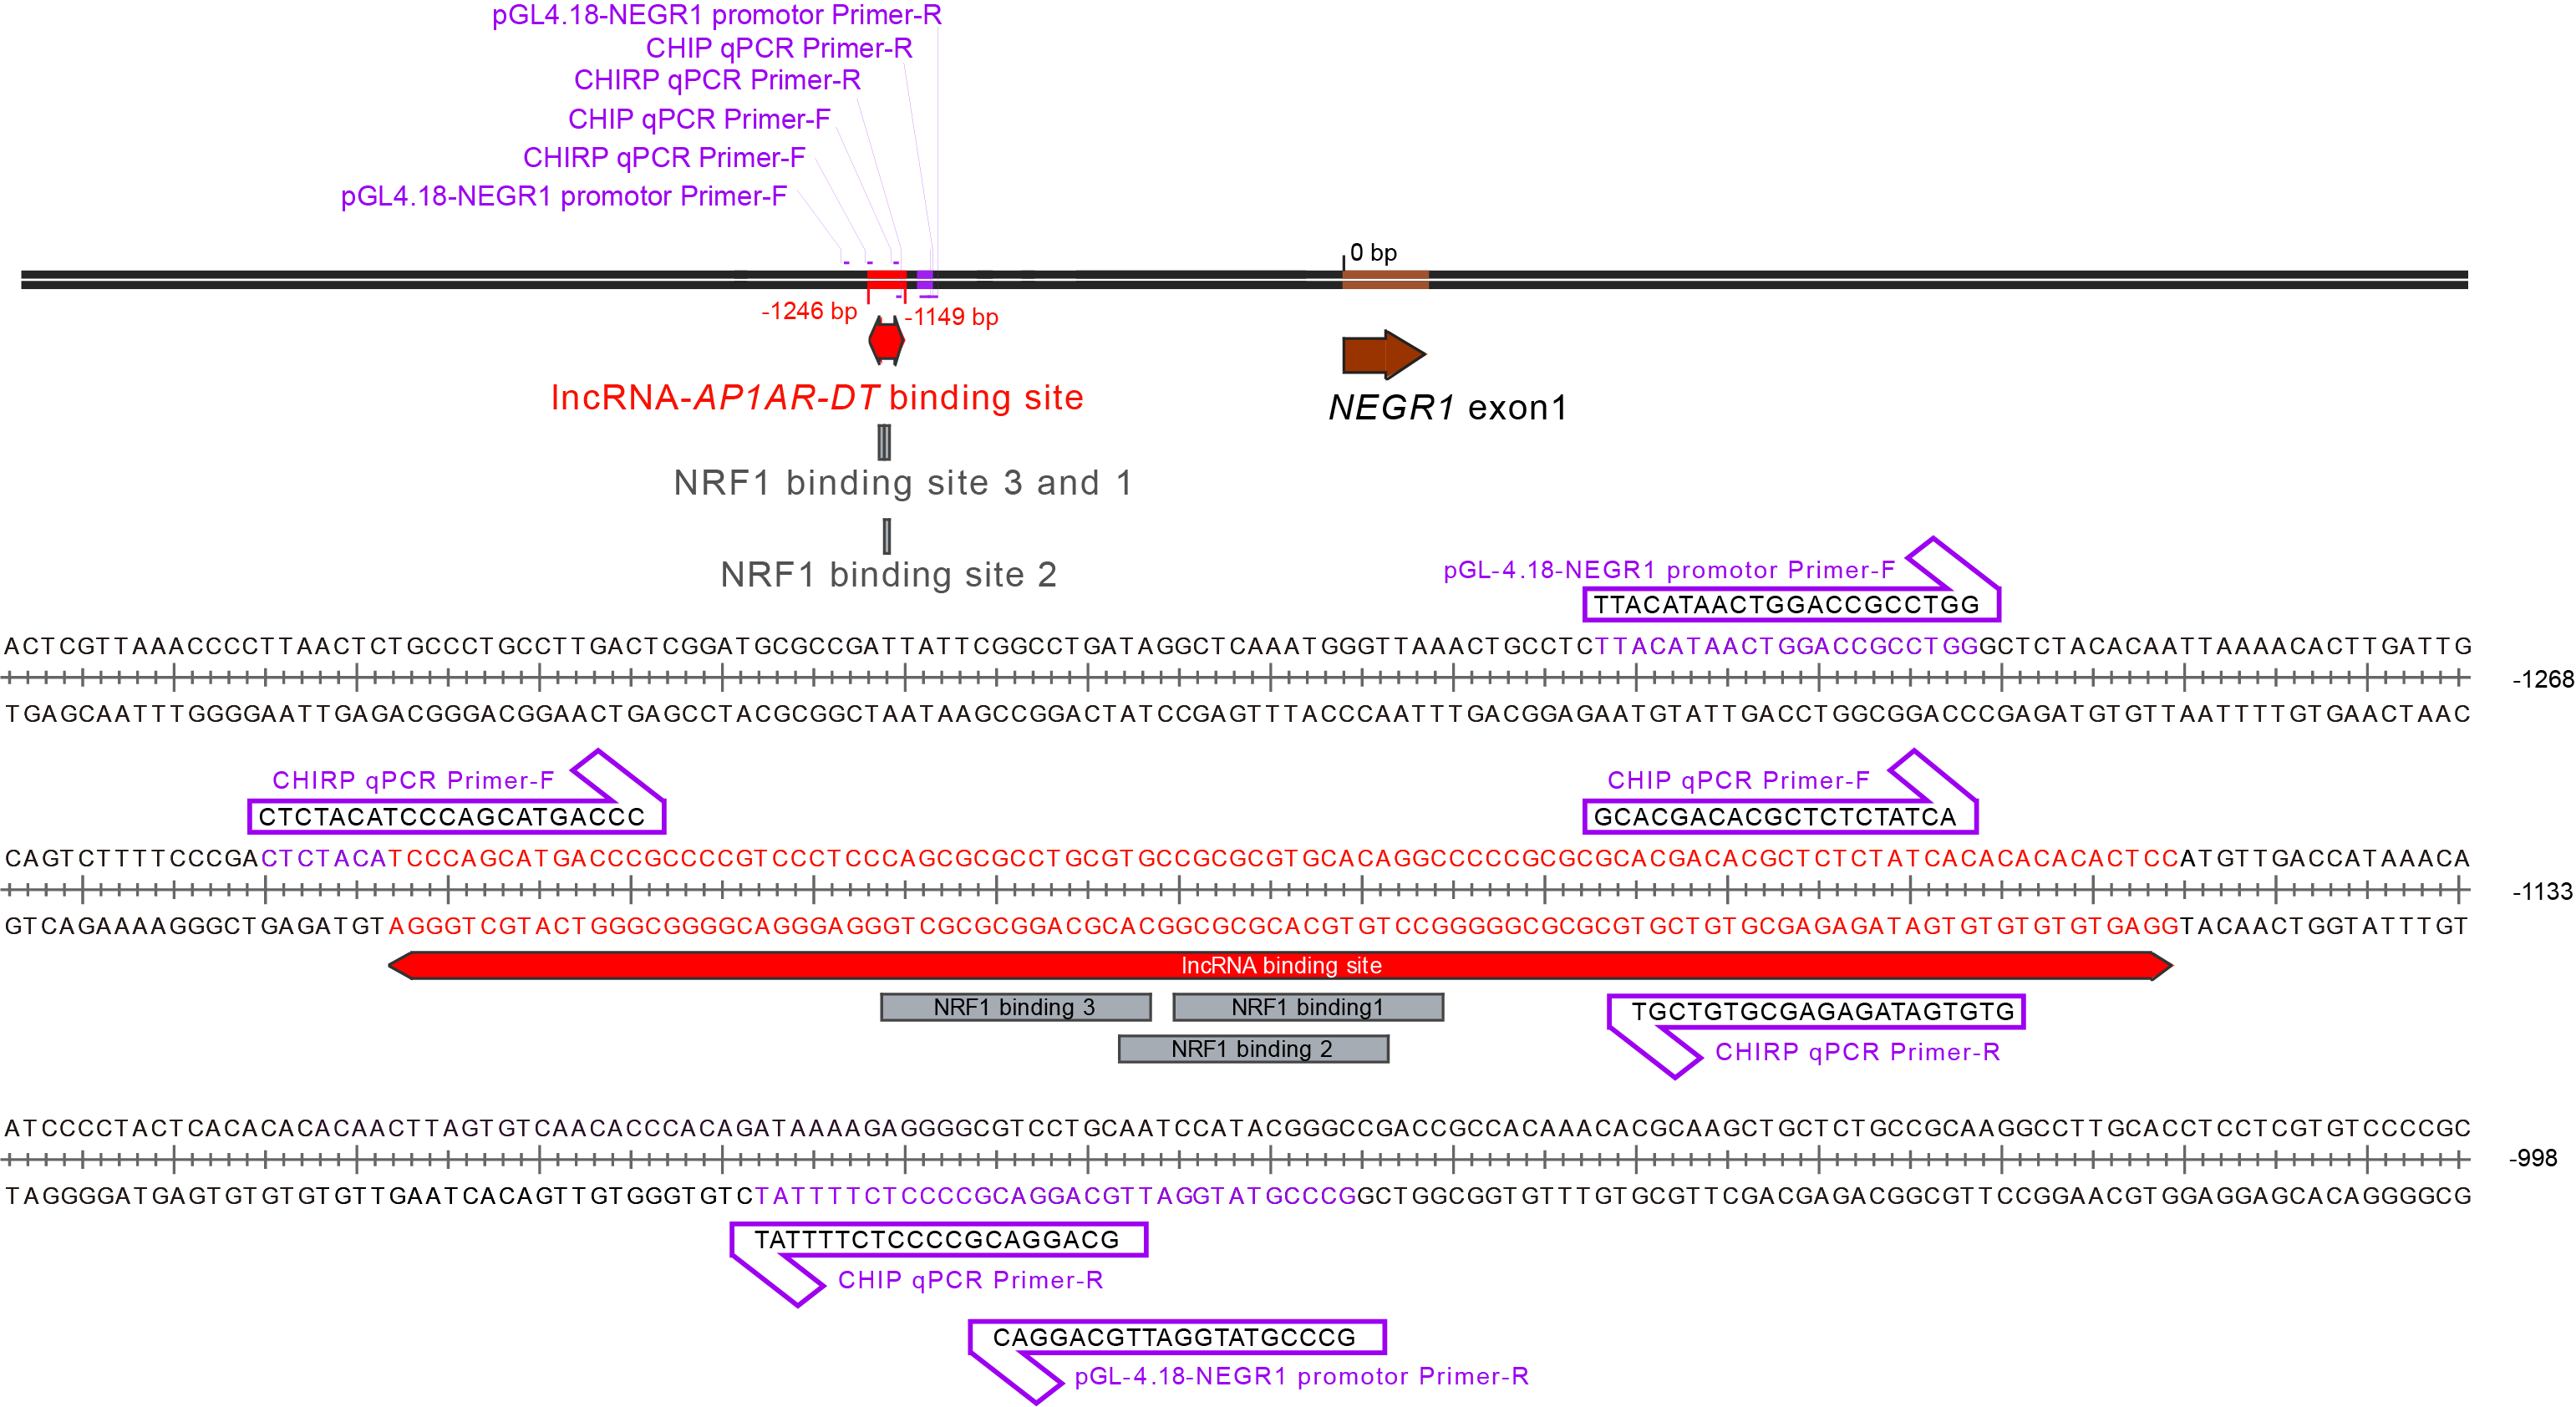
**

**Figure S3. The location of binding sequence of lncRNA-*AP1AR-DT* to *NEGR1* promoter region and each primer sequence on promoter region.**

**
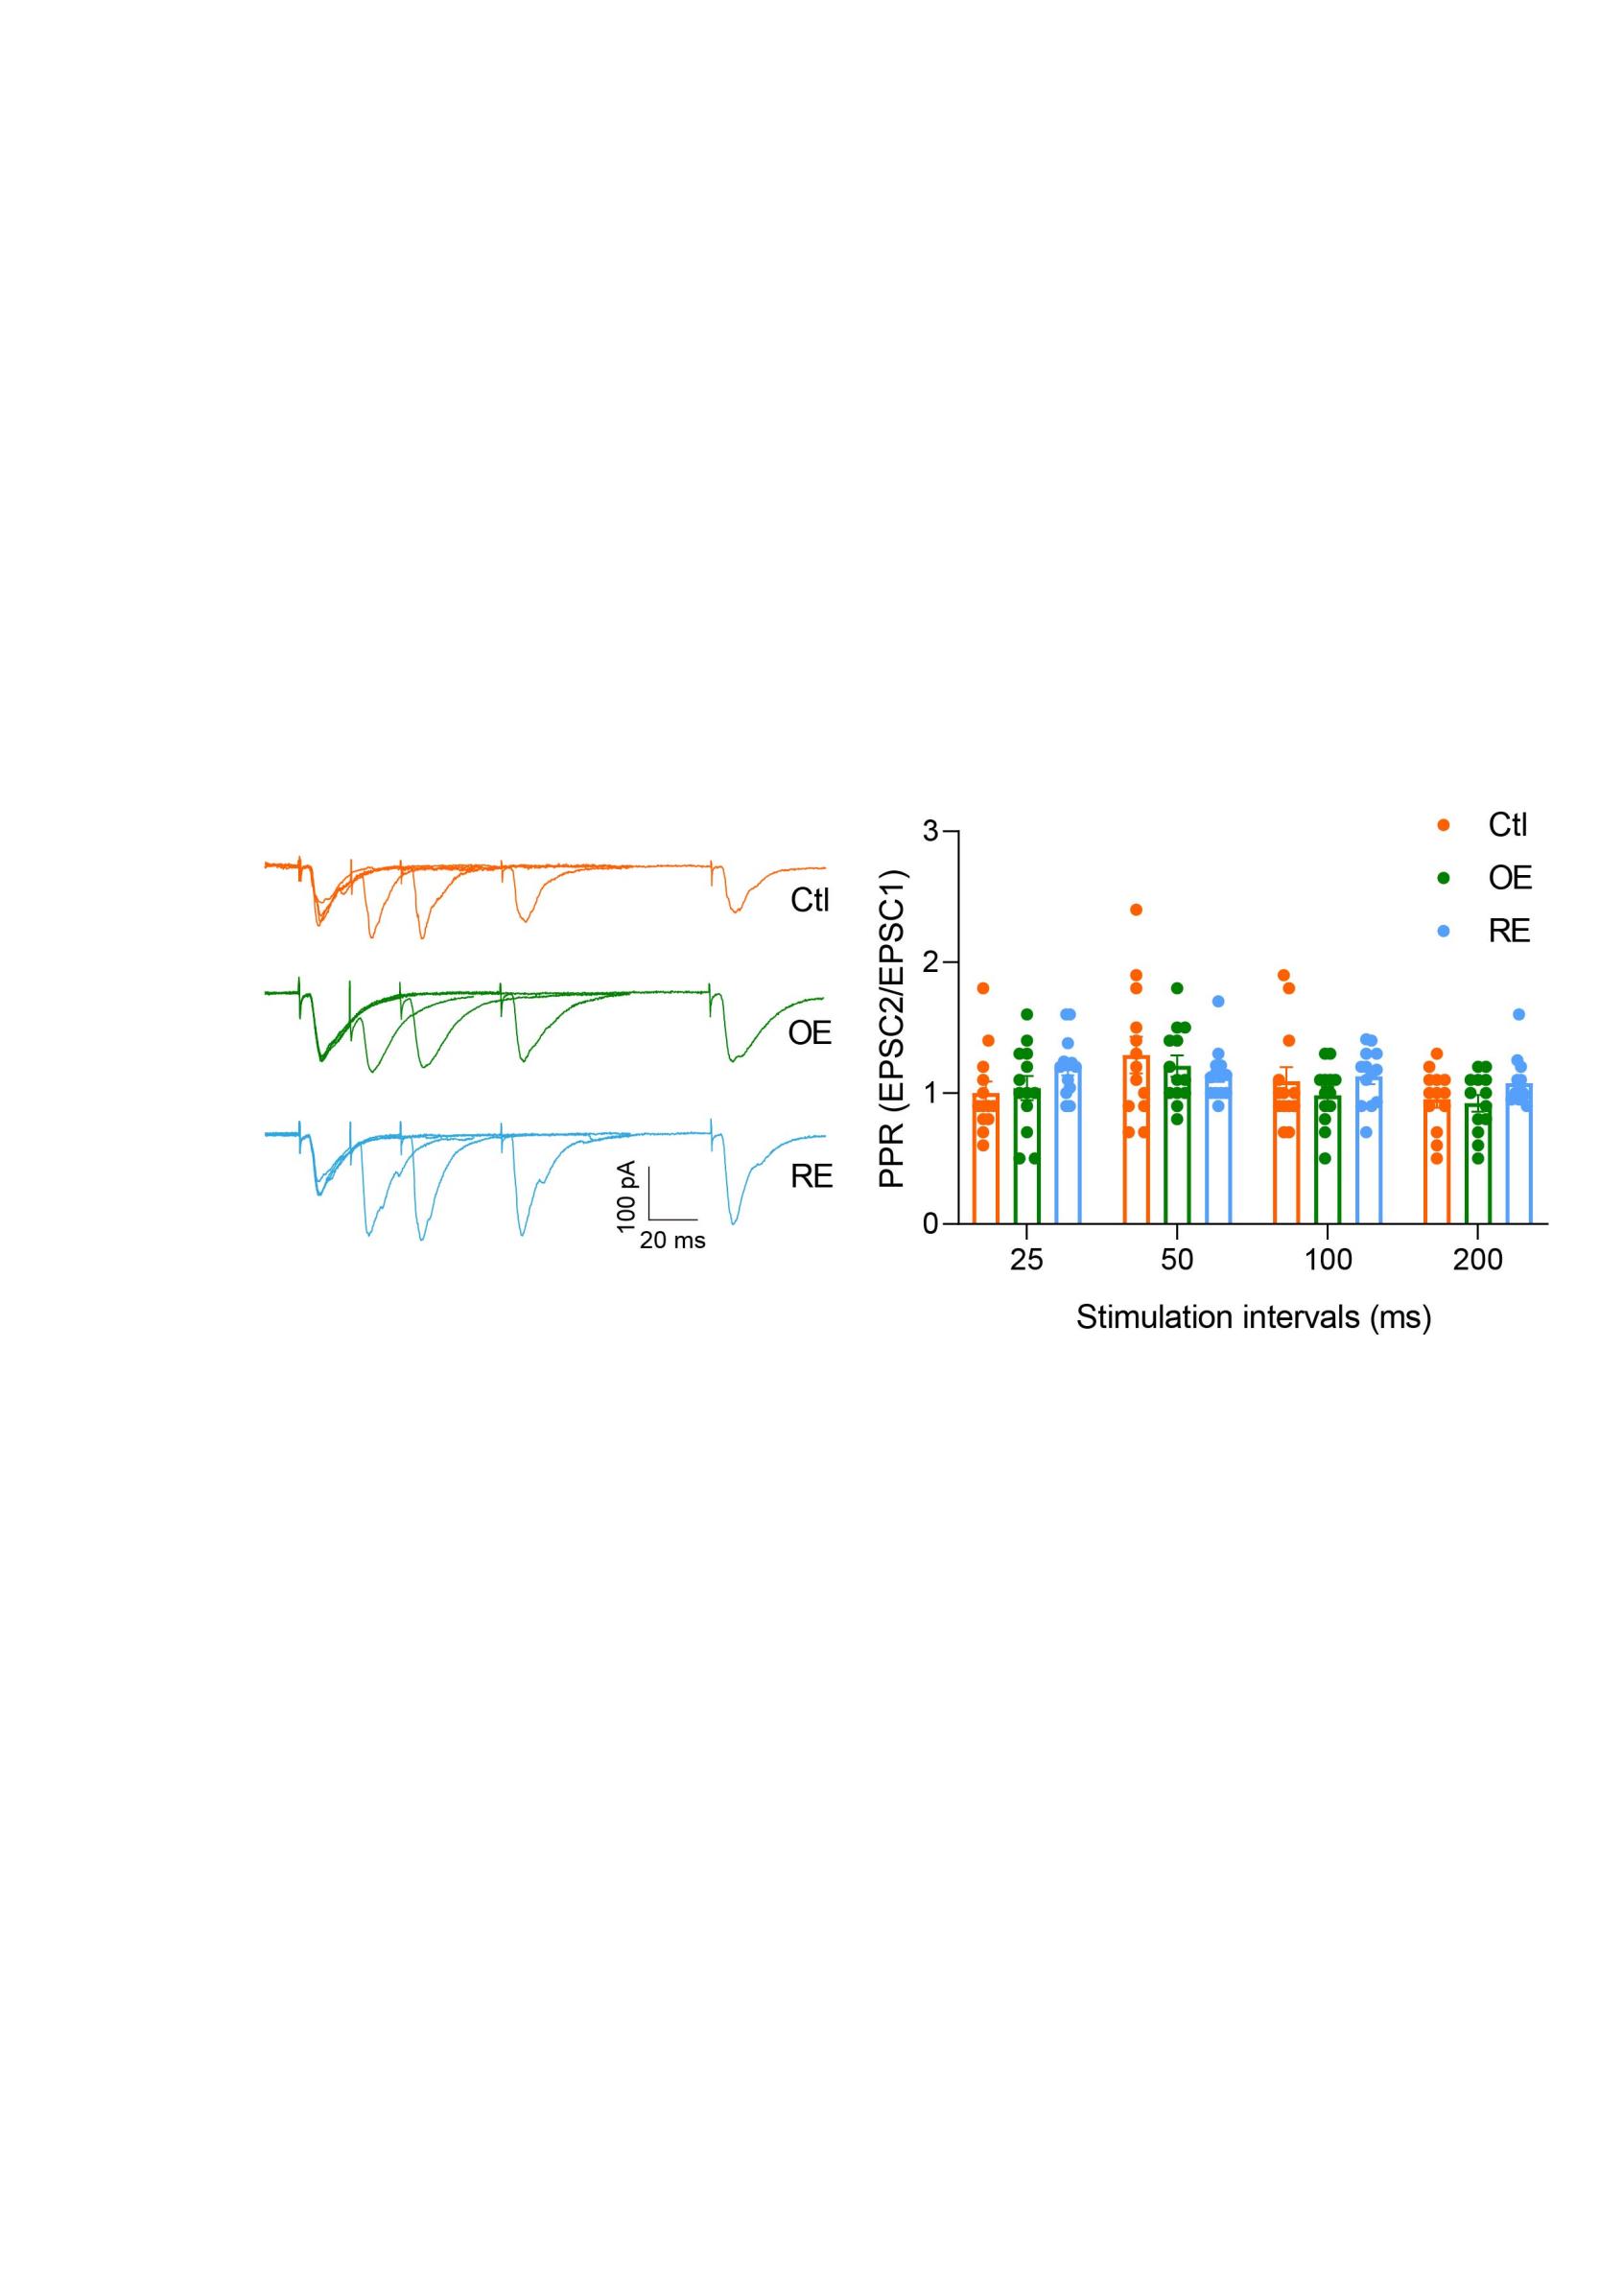
**

**Figure S4** Representative traces of pair-pulse stimulation responses (left) and pair-pulse ratios (PPRs) plotted against interstimulus intervals (right) show that PPRs remained unchanged among three groups. n = 13 cells from four Ctl mice, n = 18 cells from three OE mice, and n = 12 cells from three RE mice. A two-tailed t-test was used for comparisons between the two indicated groups (**P* < 0.05, ***P* < 0.01, ****P* < 0.001, and *****P* < 0.0001).

# Supplementary material for: Gain of bipolar disorder-related lncRNA AP1AR-DT in mice induces depressive and anxiety-like behaviors by reducing Negr1-mediated excitatory synaptic transmission
**Source:** BMC Med. 2024 Nov 18;22:543. doi: 10.1186/s12916-024-03725-0
**Supplement:** Supplementary file 3 — Additional file 3. Original images for Figs. 4B, 4C, 5E and 6E.

**
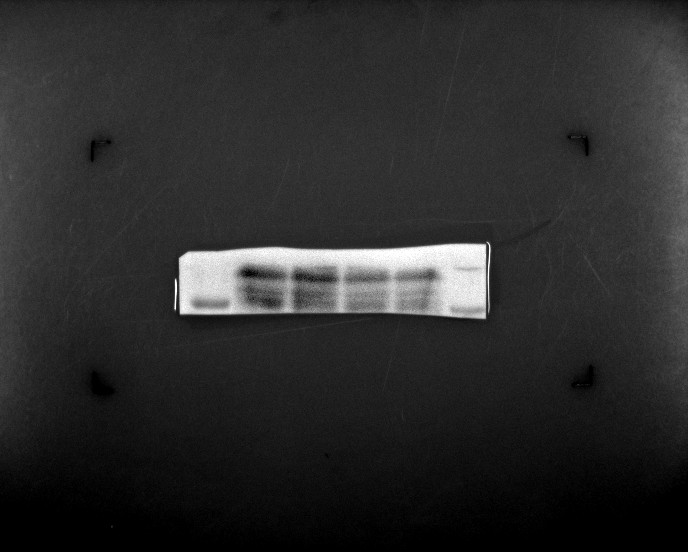
**

1. **Original image for Negr1 blotting in Figure 4B**

**
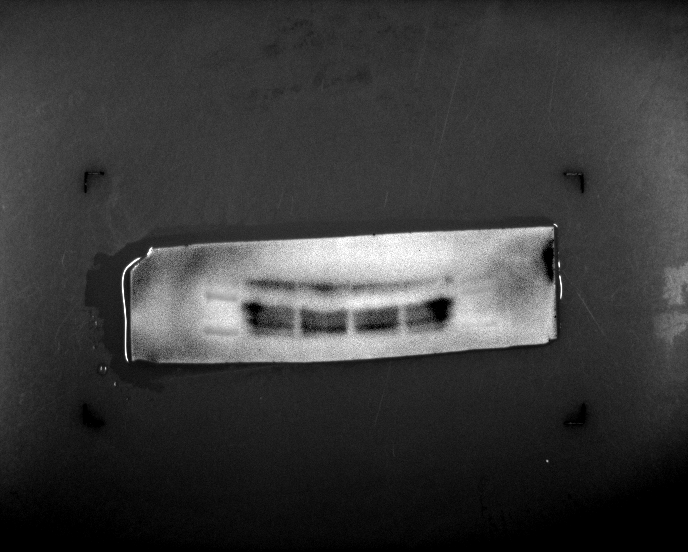
**

1. **Original image for b-tubulin blotting in Figure 4B**

**
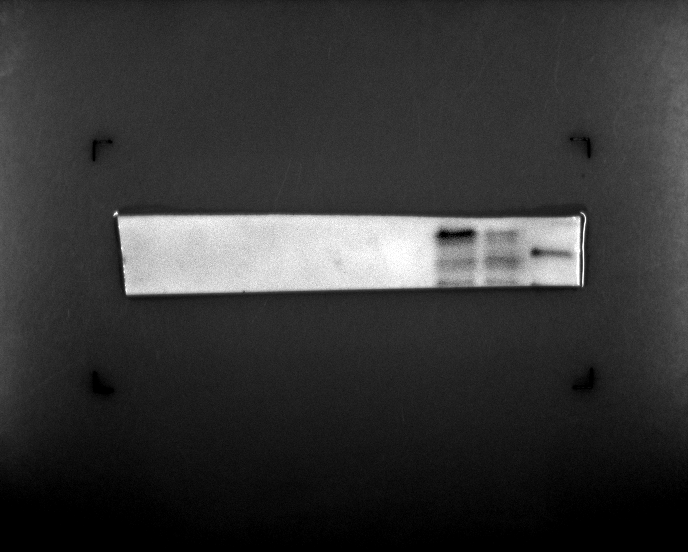
**

1. **Original image for NEGR1 blotting in Figure 4C**

**
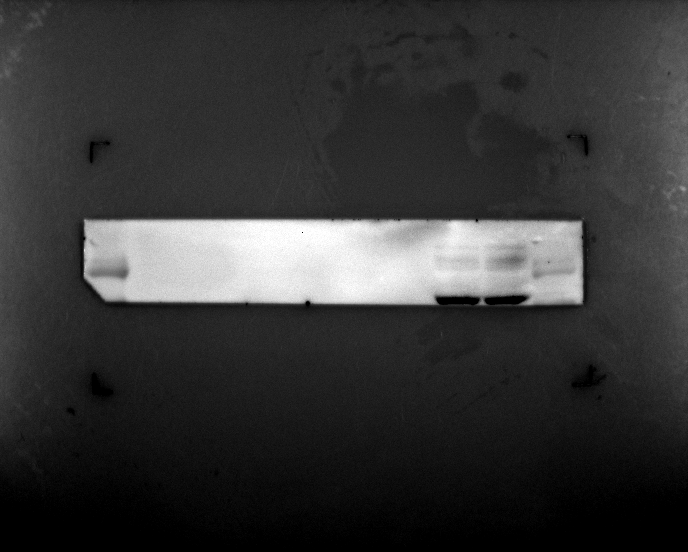
**

1. **Original image for b-actin blotting in Figure 4C**

**
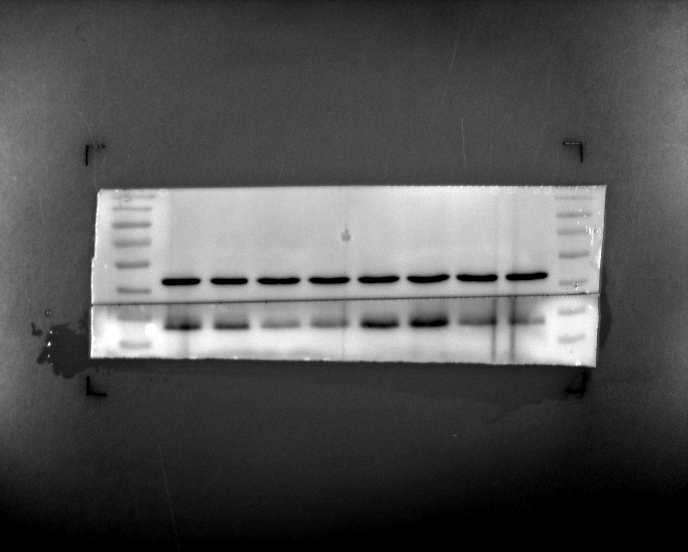
**

1. **Original image for Figure 5E**

**
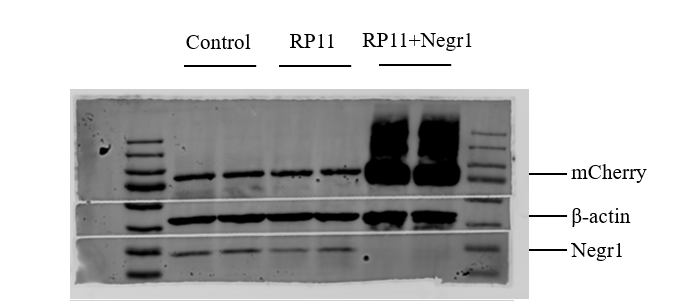
**

1. **Original image for Figure 6E**

How the deposited data were processed for this re-analysis (not part of the article)

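RNA-seq libraries of brain tissue from 3 *AP1AR-DT*_*OE*_ mice and 3 control mice were analysed. The human blood RNA-seq and the RNA-seq of SK-N-SH cells that the paper also reports were not analysed here.

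The authors checked the reads with FastQC, mapped them to GRCm38 with Bowtie2 at default parameters, and ran StringTie with the GENCODE GRCm38 annotation and only its known transcripts. StringTie's Python script then turned the coverage of each gene into whole-number counts, which the authors deposited without normalization. Bowtie2 does not split a read at an intron, so read pairs that span exon junctions map less often, and counts derived from coverage are not counts of whole read pairs. Low counts were most frequent at 4 and stepped down after 4 and 8. For these libraries the paper's text does not name the versions of the tools or use of strand. In the same table the authors deposited the mean normalized count of each gene over all mice, a signal in units of counts divided by DESeq2's size factors. The log2 fold changes and their standard errors in that table are from the authors' DESeq2 fit. The Wald score, the P-value and the adjusted P-value of each gene in the deposited table are from the same DESeq2 fit. The authors' comparison columns were used only for values attributed to the authors' deposited table. A rerun of DESeq2 on the counts differed from the deposited log2 fold changes by a median of 0.0005 and by at most 0.98.

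Groups were taken from the sample labels and the paper. The library totals range from 42061721 to 54668294 counts. The control columns match the labels by number. The *AP1AR-DT*_*OE*_ columns give the group but not the mouse, and were used as unnumbered replicates A, B and C. Gene symbols and identifiers are those of the table. Coordinates, biotypes, GC content and transcript lengths are from GENCODE vM21 on GRCm38. Of the 52390 identifiers listed, 52133 were found in that annotation. The start and end listed in the table are identical to those of the annotation for 1546 genes, while the length of the span is identical for 51554, so the table's own coordinates were not used.

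Differential expression was tested in R 4.3.3 with edgeR 4.0.16, using filterByExpr, TMM factors and the quasi-likelihood F-test, two-sided, with Benjamini-Hochberg adjustment. DEGs were genes with *P* under 0.05 and |Log2FC| above 0.32, as in the paper. Normalized CPM, counts scaled to a common library total, use the TMM factors. Exact permutation tests of single genes used log2 values, and 3 mice against 3 cannot give less than 0.1. Gene sets were tested with Fisher's exact test and with camera of limma 3.58.1, over 27 sets. The smooth GC and length curves were natural splines with 5 degrees of freedom, fitted to each library's log2 counts over 14012 genes with a mean log2 CPM above 2, and entered the model as offsets. They were fitted without regard to group, so they also take up any effect of the condition that goes with GC content or length. GC content was known for 21817 of the 21844 genes tested. Tables were made with Python 3.11.15, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9.

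The sample groups, the tests, the alternatives and the rule for named genes were chosen before the data were examined, apart from those described as chosen after seeing the data. The alternatives chosen in advance were DESeq2 1.42.0, DESeq2's size factors, library totals without TMM factors, limma-voom, no filter on low counts, at least 10 counts in every mouse, correction for GC content, correction for transcript length, a background matched on mean expression, and leaving out each mouse in turn. The genes named are the 17 of Fig. 4A, *Nrf1*, *Ap1ar*, *Tifa*, *Actb* and *Gapdh*, and the 5 upregulated and 5 downregulated genes with the smallest *P* whose groups did not overlap. *AP1AR-DT*, EGFP and WPRE were to be reported if listed, and the table names 0 genes in this way.

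The models were tested on simulated counts of 21844 genes in which 200 genes changed by a log2 fold change of 1. edgeR called 64 of these (32%) at an adjusted *P* under 0.05, with 10 unchanged genes. DESeq2 called 155 (77.5%), with 73 unchanged genes, and limma-voom 69, with 9 unchanged genes. At the DEG thresholds edgeR called 191 of the 200 (95.5%), with 1009 unchanged genes. The precision of each log2 fold change from edgeR is given by a standard error derived from the quasi-likelihood test. It is the size of the log2 fold change divided by the square root of the F statistic. It rests on 3 mice per group and on a spread moderated over genes.

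To find reads that could be shared, each 100-base stretch of a gene's longest transcript was searched in the transcripts of all other genes. The paper's enrichment in ToppGene, its comparison with GWAS genes and its comparison with other transcriptomes use gene lists that were not used here.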

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

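Correction for GC content was an alternative set in advance, but it was taken as a test of the 3 genes below only after its result had been seen, whereas thinning of the libraries and the search for shared sequence were chosen after these genes had drawn attention and before their own results were seen, and the comparisons with the size of the GC trend and of the library totals were chosen after all of these.

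*Lifr*, *Armcx6* and *Rpl27* drew attention because they are higher in every *AP1AR-DT*_*OE*_ mouse than in every control mouse, pass adjustment over all genes, and are not discussed in the paper. *Lifr* rose by a log2 fold change of 2.13, from 5.87 to 6.87 normalized CPM in the control mice to between 26.4 and 30.2 in the *AP1AR-DT*_*OE*_ mice. *Armcx6* rose by 4.01, from between 0.369 and 0.761 to between 9.13 and 12.0. *Rpl27* rose by 2.29, from between 1.20 and 1.70 to between 6.63 and 7.96. Their adjusted *P* in edgeR's quasi-likelihood test were 0.0116, 0.0209 and 0.0377. Over all 21 fits the adjusted *P* ranged from 1.84e-58 to 0.0651 for *Lifr*, from 1.40e-31 to 0.142 for *Armcx6* and from 6.96e-15 to 0.212 for *Rpl27*. The unadjusted *P* of each was under 0.05 in all 6 fits that left out 1 mouse.

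GC bias of the libraries was tested by correcting each library for GC content. The adjusted *P* from edgeR was then 0.00388 for *Lifr*, 0.0233 for *Armcx6* and 0.042 for *Rpl27*, and the log2 fold changes were 2.29, 3.97 and 2.14, and these stayed close to the uncorrected values. The correction could not have removed changes of this size. The largest median log2 fold change of a GC decile was 0.287 in size, so a GC trend does not account for the rises. The *AP1AR-DT*_*OE*_ libraries hold more counts in total. With all libraries thinned to the smallest, the adjusted *P* from edgeR was 0.0104, 0.0192 and 0.0314 in the same order. Thinning of normalized values could hardly have moved them, but the largest library total was only 0.378 log2 units above the smallest, so library size does not account for the rises either.

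Reads shared with other genes were tested by searching 100-base stretches of the longest transcript in the transcripts of other genes. The share found elsewhere was 0.0% for *Lifr*, 16.2% for *Armcx6* (in *Gm16397*) and 49.3% for *Rpl27* (in *Rpl27-ps1* and others). The rise of *Armcx6* and *Rpl27* therefore cannot be told apart from a shift of reads between these genes and their copies. For *Lifr*, shared sequence does not account for the rise. With a neocortical marker score as covariate, a setting chosen after seeing the data, its log2 fold change was 2.19, so a different share of neocortical tissue does not account for its size. Its adjusted *P* was then 0.0651, in a fit in which 0 genes had an adjusted *P* under 0.05 and 2000 were DEGs at an unadjusted *P* under 0.05. An effect of *AP1AR-DT* on *Lifr* remains as a hypothesis, and differences in the tissue other than this score were not tested. A grouping of the mice by chance was not excluded either. Controls 1 and 2 with *AP1AR-DT*_*OE*_ library A, set against the rest, gave 9 genes with an adjusted *P* under 0.05 in edgeR's test.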

How the results depend on the processing

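The settings described as added were chosen after seeing the data. The added settings are both corrections together, GC content averaged over transcripts, DESeq2 with the GC curves, counts divided by 4, thinned counts, a neocortical marker score as covariate, protein-coding genes only and a background matched on GC content.

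The number of DEGs, 2675, stayed between 2585 and 3093 under DESeq2, DESeq2's size factors, library totals, limma-voom, both filters and correction for transcript length. Correction for GC content gave 1568 DEGs (623 up, 945 down), 1492 protein-coding genes at *P* under 0.05 and 5 genes of Fig. 4A, and 43.0% of the uncorrected DEGs were among its DEGs. The added GC settings gave 1550 DEGs (616 up, 934 down), 1483 protein-coding genes and 6 genes of Fig. 4A with transcript length included, and 1547 DEGs (636 up, 911 down), 1498 protein-coding genes and 5 genes of Fig. 4A with GC content averaged over transcripts. DESeq2 with the GC curves gave 718 upregulated DEGs, 1693 protein-coding genes, 7 genes of Fig. 4A and 115 genes at an adjusted *P* under 0.05. GC curves imposed on simulated counts without a changed gene raised the number of DEGs from 1013 to 1768, fewer than the 2675 in the data, so GC bias alone was not shown to be the cause. With the neocortical marker score as covariate there were 2000 DEGs, 740 of them up, and 0 genes at an adjusted *P* under 0.05. The cause was not tested. DESeq2's Wald test gave 308 genes at an adjusted *P* under 0.05 against 6 with edgeR. In the simulated counts DESeq2 also made more calls, both of changed and of unchanged genes.

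*Negr1* kept its direction in every setting described here. Its log2 fold change was -0.15 after GC correction, -0.14 with transcript length included, -0.27 with GC content averaged over transcripts, -0.15 in DESeq2 with the GC curves and -0.23 with the covariate, and *P* was not under 0.05 in any of these. *Trank1* was at 0.38 after GC correction and 0.46 with the covariate, again without *P* under 0.05, and past the threshold in the other settings with all 6 mice.

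The odds ratio of Transmission across Chemical Synapses fell to 0.937 with correction for transcript length. That of Neuronal System fell to 0.966 with both corrections together and to 0.980 with a background matched on mean expression. In the same order, the ratios of these sets rose to 1.32 and 1.37 with DESeq2. They rose to 1.32 and 1.30 without a filter on low counts, and to 1.25 and 1.25 with library totals. None of these rises had a Fisher's exact *P* under 0.05. The lower share of DEGs in Axon guidance passed the threshold with library totals (0.611), at least 10 counts in every mouse (0.613), GC correction (0.525) and counts divided by 4 (0.657), and also without *AP1AR-DT*_*OE*_ library A (0.541) and without library B (0.407), but not in the other settings, among them DESeq2 (0.938), without control 1 (0.913) and without library C (1.01). The cause was not tested.

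The 6 fits that each left out 1 mouse gave from 1401 to 3469 DEGs, from 574 to 1502 up and from 827 to 1967 down, from 0 to 11 genes at an adjusted *P* under 0.05, from 1215 to 3146 protein-coding genes at *P* under 0.05 and from 8 to 14 genes of Fig. 4A. The log2 fold change lay between -0.44 and -0.27 for *Negr1* and between 0.24 and 0.56 for *Trank1*, with *P* under 0.05 in 3 and 2 of the 6 fits. The odds ratio lay between 0.928 and 1.45 for Transmission across Chemical Synapses, between 0.898 and 1.64 for Neuronal System and between 0.407 and 1.01 for Axon guidance. In these fits *Nrf1* ranged from -0.014 to 0.23, with -0.0027 and -0.014 without control 1 and control 3, and *Ap1ar* from -0.0052 to 0.21. *Gabra2* was at 0.0078 with GC content averaged over transcripts. Among the single genes, 60 other values no longer passed *P* under 0.05, 8 newly passed it and 527 stayed on their side.

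No paired analysis was possible because the labels of the groups share only mouse number 3 and the *AP1AR-DT*_*OE*_ columns carry no mouse number. The alternatives for a pseudocount and for a filter on low normalized values were not run, since the deposited values are counts. In simulated counts edgeR recovered 32% of genes with a log2 fold change of 1 at an adjusted *P* under 0.05, so a gene missing from those 6 may still have changed, and the number was 308 with DESeq2.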

Differences from the paper's values

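The comparison of DESeq2 with edgeR was set before the data were examined, and the division of counts by 4 was chosen only after seeing the values.

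The paper states a depth of ~22 M paired-end reads per sample, which could mean single reads or read pairs. The median library here holds 50.7 M counts. Divided by 4, a setting chosen after seeing the values, the median is 12.7 M. The gap to the paper's 22 stays above 1.5 times only if the units are the same. Since the paper's unit is open, a difference in depth was not shown. None of the alternatives set before the data were examined changes the library totals.

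The paper lists *Frzb* among the upregulated and *Sp4* among the downregulated genes of Fig. 4A. Here edgeR's quasi-likelihood test gave both the same directions, with log2 fold changes of 0.63 and -0.45, but *P* above 0.05, and an exact permutation test gave *P* = 0.2 for each. With DESeq2's Wald test, set before the data were examined, both had *P* under 0.05, and the paper's methods name DESeq2. *Frzb* also passed without *AP1AR-DT*_*OE*_ library A and *Sp4* without library C.

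The paper reports that the DEGs are enriched for synaptic transmission and synaptic signaling in Gene Ontology. The legend of its Fig. 3A names protein-coding genes at *P* under 0.05 and no threshold on log2 fold change. The DEGs tested here also had to pass that threshold and were of all biotypes. Gene list and gene sets both differ, so the odds ratios below do not repeat the paper's test. With the Reactome sets used here, Transmission across Chemical Synapses had an odds ratio of 1.10 (Fisher's exact *P* = 0.653) and Neuronal System of 1.10 (Fisher's exact *P* = 0.634). Both passed an unadjusted threshold of 0.05 only in the fit without control 1, at 1.45 (Fisher's exact *P* = 0.0445) and 1.64 (Fisher's exact *P* = 0.00122). With DESeq2, which the paper's methods name, they were 1.32 (Fisher's exact *P* = 0.183) and 1.37 (Fisher's exact *P* = 0.063). A list of synaptic genes by family had an odds ratio of 1.91 (Fisher's exact *P* = 0.0135, adjusted *P* = 0.0727 over 27 sets) in the uncorrected fit, and of 1.71 after GC correction (Fisher's exact *P* = 0.106, adjusted *P* = 0.376).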

Other observations

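All tests in this part were chosen after the results they bear on had been seen, except the search for sequence that *Negr1* shares with other genes, and correction for GC content was an alternative set in advance that was taken as a test afterwards.

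Log2 fold changes rose with the GC content of the genes. Spearman's rho across 14194 genes was 0.547 (genes are not independent replicates). GC bias of the libraries should act on every class of gene, and rho was 0.556 among protein-coding genes and 0.4995 among genes of other biotypes. Leaving out the synaptic, neuronal and axon guidance sets left rho at 0.545, but this removed only 487 genes, so it does not decide whether a change of neuronal genes contributes. Thinning all libraries to the smallest left it at 0.5465, which on values normalized for library size could hardly have come out otherwise. Within single libraries, rho of a gene's deviation from the mean of the libraries was -0.335, -0.366 and -0.307 in controls 1, 2 and 3, a range of 0.059. These mice differ in their choroid plexus, thalamic and hypothalamic markers but were alike in this rho. In *AP1AR-DT*_*OE*_ libraries A, B and C it was 0.392, 0.552 and 0.0881, a range of 0.464 within the group, and their excitatory neuron markers were at 0.77, 1.17 and -0.67, in the same order as rho. In controls 1, 2 and 3 these markers were at -0.40, -1.53 and 0.65, so control 3 and library A had similar marker values and rho of opposite sign. These values do not settle whether different tissue in the pieces contributes to the association. The difference between the group means is 0.680. A bias of single libraries may be part of it, but no library batch is named in the labels or the paper, and a batch that follows the groups cannot be told apart from the condition.

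The number of DEGs may partly reflect this association. Simulated counts with no gene changed gave 1013 DEGs, and 1768 after the libraries' GC curves were imposed on them, against 2675 in the data. GC correction of the latter simulation brought it to 999. The genes were simulated independently, so other differences that many genes share between mice were absent. Among the 10 splits of the 6 mice into 3 and 3, 1 gave as many DEGs as the real groups, which was the real split itself, and 1 gave as many protein-coding genes at *P* under 0.05. For genes at an adjusted *P* under 0.05 it was 2 of the 10 splits. After GC correction, 2 splits gave as many DEGs, since control 1 with *AP1AR-DT*_*OE*_ libraries A and B against the rest gave 1723 against 1568 in the real split, and 1 split gave as many genes at an adjusted *P* under 0.05. An odds ratio of Transmission across Chemical Synapses as large was found in 7 of the 10 splits. With 10 splits the share is never under 0.1, so a grouping by chance cannot be told apart from the condition for any of these results.

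The lower *Negr1* was tested in the same way. After GC correction its log2 fold change was -0.148, so GC bias may account for part of it, depending on how GC content is taken (-0.27 with the mean over transcripts). The correction also takes up any effect of the condition that goes with GC content. With a neocortical marker score as covariate the log2 fold change was -0.233 and *P* was not under 0.05. A different share of neocortical tissue between mice may therefore also contribute, although the covariate also takes up part of the difference between the groups. Of its 100-base stretches, 0.0% occur in transcripts of other genes, so shared sequence does not account for it. Thinning to the smallest library left *P* at 0.0287, which on normalized values could hardly have come out otherwise. The paper measured Negr1 also by qPCR and Western blotting, which were not analysed here.

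Some lists of marker genes differed between single mice more than random genes. For 5 lists, which are described here because they differed, 10000 random lists matched on mean expression gave a range between libraries as large with a share of 0.0001, the smallest they can give. The oligodendrocyte and neocortical layer lists also reached it, while the share was 0.28 for synaptic genes by family, 0.37 for midbrain dopamine and serotonin markers and 0.097 for septal markers. The range was 5.49 log2 units for choroid plexus markers, 3.79 for hypothalamic, 2.70 for excitatory neuron, 2.66 for thalamic and 2.44 for striatal markers. GC correction kept 99.0%, 100.5%, 95.3%, 98.4% and 99.1% of these ranges in that order. The correction could hardly have moved them more, since the median of a GC decile differed between libraries by at most 0.401 log2 units. A GC trend of that size does not account for these ranges. All 10 choroid plexus and all 12 thalamic markers were highest in control 3, and 8 of 15 hypothalamic markers in control 2. *Ttr*, chosen after its values were seen, had 3428 normalized CPM in control 3 and between 1.06 and 5.43 in each of the other libraries. *Slc17a7*, chosen in the same way, had 3.86 in control 2 and 463 in *AP1AR-DT*_*OE*_ library B. Different brain regions in the dissected pieces are a candidate explanation for these differences between single mice. No reference profile of the mPFC was used here, so which tissue each piece held was not tested. These lists enter the DEGs, since 7 of 10 choroid plexus markers were downregulated DEGs (odds ratio 15.2, Fisher's exact *P* = 6.16e-05, adjusted *P* = 0.00166 over 27 sets, and 2.93e-05 after GC correction), as were 6 of 12 thalamic and 6 of 15 hypothalamic markers. Fisher's test takes the genes of a list as independent, while the correlation between the choroid plexus markers was 0.929. The camera test of limma, which allows for it, gave each of these 3 lists an adjusted *P* of 0.649, and 0.500 after GC correction, so no difference between the groups was shown for them.

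Low counts stepped down after 4 and 8. Over all libraries 3726 genes were at 3, 4922 at 4 and 2263 at 5. If each read pair were counted as 4, a step would also follow 8, and there were 716 fewer genes at 9 than at 8, while 7 and 8 differed little (2287 and 2246). This is consistent with a read pair being worth up to 4 counts. With all counts divided by 4 and rounded, 2763 genes were DEGs.

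In 17 cases a gene was near 0 in 1 library, at under 2% of its median in the others, while each of the others had at least 200 counts. Simulated counts with each gene's own mean and spread held 3 such cases, so the spread between replicates does not account for them, and they were found in all 6 libraries, with 2 to 4 in each. No biological explanation was tested.

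The number of DEGs in the authors' deposited table at the paper's thresholds is 3097, 1369 up and 1728 down, and 2409 among protein-coding genes, 1110 up and 1299 down. Of the DEGs found here with edgeR, 2434 are among the former.

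Mouse *Ap1ar* and *Tifa*, whose names the lncRNA carries, and *Nrf1* had log2 fold changes of 0.073, -0.36 and 0.065, with exact permutation *P* = 0.6, *P* = 0.3 and *P* = 0.7. *Gapdh* was at 0.21 (exact permutation *P* = 0.2), with 18.2% of its 100-base stretches shared with pseudogenes and other genes. *Actb* was at -0.57 (exact permutation *P* = 0.3). It had 421, 414 and 928 normalized CPM in *AP1AR-DT*_*OE*_ libraries A, B and C and between 777 and 950 in control mice, so the mice of the former group differed from each other more than the groups did.

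Among the genes with the smallest *P*, *Faap20* (0.94) and *Gm29253* (0.73) were higher, and *Myt1l* (-1.31, adjusted *P* = 0.0525 in edgeR's test, and between 2.77e-16 and 0.276 over all 21 fits) and *Evi2* (-4.50) lower in *AP1AR-DT*_*OE*_ mice on the log2 scale. *Gm29253* shares 87.2% of its 100-base stretches with *Abcb6* and *Atg9a*, and *Evi2* shares 54.0% with *Evi2a* and *Evi2b*, so their counts are uncertain.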
